# Beiging of perivascular adipose tissue regulates its inflammation and vascular remodeling

**DOI:** 10.1038/s41467-022-32658-6

**Published:** 2022-09-07

**Authors:** Yusuke Adachi, Kazutaka Ueda, Seitaro Nomura, Kaoru Ito, Manami Katoh, Mikako Katagiri, Shintaro Yamada, Masaki Hashimoto, Bowen Zhai, Genri Numata, Akira Otani, Munetoshi Hinata, Yuta Hiraike, Hironori Waki, Norifumi Takeda, Hiroyuki Morita, Tetsuo Ushiku, Toshimasa Yamauchi, Eiki Takimoto, Issei Komuro

**Keywords:** Vascular diseases, Inflammation, Adipocytes

## Abstract

Although inflammation plays critical roles in the development of atherosclerosis, its regulatory mechanisms remain incompletely understood. Perivascular adipose tissue (PVAT) has been reported to undergo inflammatory changes in response to vascular injury. Here, we show that vascular injury induces the beiging (brown adipose tissue-like phenotype change) of PVAT, which fine-tunes inflammatory response and thus vascular remodeling as a protective mechanism. In a mouse model of endovascular injury, macrophages accumulate in PVAT, causing beiging phenotype change. Inhibition of PVAT beiging by genetically silencing PRDM16, a key regulator to beiging, exacerbates inflammation and vascular remodeling following injury. Conversely, activation of PVAT beiging attenuates inflammation and pathological vascular remodeling. Single-cell RNA sequencing reveals that beige adipocytes abundantly express neuregulin 4 (*Nrg4*) which critically regulate alternative macrophage activation. Importantly, significant beiging is observed in the diseased aortic PVAT in patients with acute aortic dissection. Taken together, vascular injury induces the beiging of adjacent PVAT with macrophage accumulation, where NRG4 secreted from the beige PVAT facilitates alternative activation of macrophages, leading to the resolution of vascular inflammation. Our study demonstrates the pivotal roles of PVAT in vascular inflammation and remodeling and will open a new avenue for treating atherosclerosis.

## Abstract (web summary)

Perivascular adipose tissue (PVAT) has been reported to undergo inflammatory changes in response to vascular injury. Here, the authors show that vascular injury induces the beiging (brown adipose tissue-like phenotype change) of PVAT, which fine-tunes inflammatory response as a protective mechanism.

## Introduction

Inflammation is deeply involved in the development of cardiovascular diseases, particularly in atherosclerosis as responses to vascular injury^1–3^. Temporal inflammation and its resolution are required for wound healing and repair after vascular injury, and prolonged excessive inflammation causes pathological vascular remodeling that manifests as neointimal hyperplasia^4,5^. It is widely accepted that the pathogenesis of vascular remodeling starts from the impaired endothelial cell function, leading to recruitment of circulating inflammatory cells to the intima–medial layer^3,6,7^. The effects of potent vascular protective agents such as estrogen, statins and microRNAs have been mostly attributed to their beneficial functions on endothelial cells^8–12^. There is also growing evidence suggesting that perivascular adipose tissue (PVAT), which accounts for the majority of the outer matrix surrounding systemic blood vessels, contributes to the pathophysiological vascular response in an ‘outside-in’ manner^13^. Adipose tissues are classified into two distinct phenotypes; white adipose tissue (WAT), which stores energy as triglycerides, and brown adipose tissue (BAT), which dissipates energy as heat^14^. A brown adipocyte-like phenotype has been reported to emerge within WAT in response to various stimuli such as cold exposure and β3-adrenergic receptor (β3AR) agonist^14,15^. This unique phenomenon, called ‘browning’ or ‘beiging’, is controlled by transcriptional regulators, such as *PRDM16*, *NFIA* and *EBF2*^16–22^, and observed in humans as well as in rodents, contributing to energy homeostasis^14,15^. Recent basic and clinical studies reported that human PVAT surrounding coronary arteries show phenotypic changes in response to vascular inflammation, which can be detected by newly innovated computerized tomography-based methods^23,24^. Although these findings suggest an association between PVAT phenotypic changes and vascular diseases, the causality and mechanisms involved remain unclear.

In this work, we examined the roles of PVAT in vascular inflammation and subsequent pathological remodeling. We show that vascular injury induces the beiging of PVAT, which fine-tunes inflammatory response and thus vascular remodeling as a protective mechanism.

## Results

### Endovascular injury induces PVAT beiging

We generated endovascular injury by inserting a wire into the femoral arteries (FAs) and examined inflammatory response in PVAT. Given the considerable effects of estrogen on the vasculature^25,26^, male or ovariectomized female mice were used in the study. Genes of various types of immune cells were upregulated in PVAT at 24 h after vascular injury, including the monocyte-macrophage marker genes, *Cd11b*, *Cd11c*, *Mrc1*, and *Adgre1* (F4/80) (Fig. 1a). Immunohistochemical staining revealed that F4/80^+^ macrophages accumulated predominantly in the outer tissues surrounding the vasculature, which were mainly comprised of PVAT, rather than in the vascular tissues, at the early phase (3 days) after injury (Fig. 1b, c). These F4/80^+^ macrophages then spread into the vascular tissues at the late phase (14 days) after injury (Fig. 1b, c). Concurrently, the expressions of inflammatory cytokine genes such as *Tnf* (TNF-α), *Serpine1* (PAI-1), *Il1a* and *Il1b*, were significantly upregulated in the surrounding tissues after vascular injury (Fig. 1d).

**Fig. 1:**
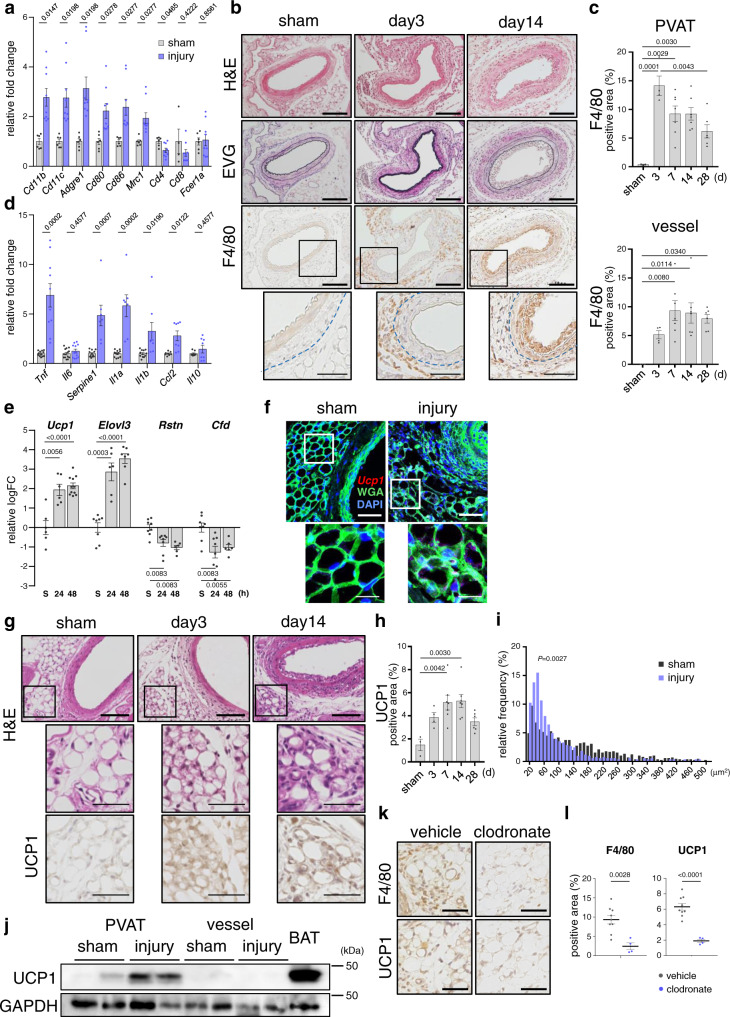
Endovascular injury-induced macrophage accumulation and inflammation in PVAT followed by upregulation of BAT markers. **a** Gene expressions of immune cell markers in PVAT 24 h after vascular injury (sham, *n* = 4 for *Cd8*, 6 for others; injury, *n* = 9, two-tailed *t* tests with Holm-Sidak’s correction for multiple comparisons). **b** Haematoxylin and eosin (H&E), Elastica van Gieson (EVG) and immunohistochemical staining for F4/80 in the early (day 3) and late (day 14) phases after injury. Blue dashed lines indicate the external elastic lamina. Scale bars represent 100 μm (thick bars) and 50 μm (thin bars). Images are representative of three independent experiments. **c** Time course of F4/80^+^ cell accumulation in arteries (vessel) and outer tissues mainly composed of PVAT (*n* = 3, 4, 7, 7, 6 (from left to right) at each group, respectively, one-way analysis of variance (ANOVA) and Tukey–Kramer post-hoc test). **d** Gene expressions of inflammatory cytokine markers in PVAT 48 h after vascular injury (sham, *n* = 12, 14, 12, 12, 12, 8, 8, respectively; injury, *n* = 10, 12, 7, 7, 8, 8, 8, respectively, two-tailed *t* tests with Holm-Sidak’s correction for multiple comparisons. **e** Gene expressions of BAT (*Ucp1* and *Elovl3*) and WAT [*Rstn* (Resistin) and *Cfd* (Adipsin)] markers in PVAT at 24 and 48 h after injury (sham, *n* = 6, 8, 8, 8, respectively; injury 24 h, *n* = 6, 6, 8, 8, respectively; injury 48 h, *n* = 11, 7, 6, 6, respectively, one-way ANOVA followed by Tukey–Kramer post-hoc test). **f** In situ hybridization showing *Ucp1* mRNA expression 14 days after vascular injury in wild type mice. Scale bars represent 50 μm (thick bars) and 20 μm (thin bars). Images are representative of three independent experiments. **g** H&E and immunohistochemical staining for UCP1 in injured (3 and 14 days after injury) or sham-operated FAs and outer tissue. Scale bars represent 100 μm (thick bars) and 50 μm (thin bars). Images are representative of three independent experiments. **h** Time course of UCP1^+^ cells accumulation in PVAT (*n* = 3, 4, 7, 7, 6 at each group, respectively, one-way ANOVA followed by Tukey–Kramer post-hoc test). **i** Histograms of adipocyte area of sham-operated or injured PVAT (14 days after injury). Three images of each biological replicate were analyzed and combined to create the histogram. The size distribution between each group was compared using Kolmogorov-Smirnov test. Each bin was normalized to a percent of the total count for that individual tissue. Adipocytes of the bin size in the range of 20-500 μm^2^ were included for the analysis. **j** Representative images of western blots for UCP1 in arteries (vessel) and outer tissues mainly composed of PVAT harvested 48 h after injury. Intra-scapular BAT was used as a positive control. GAPDH was used for internal control (*n* = 4 for each group, representative images are shown). **k** Immunohistochemical staining for F4/80 and UCP1 in outer tissue surrounding FAs 14 days after injury was performed in mice treated with either clodronate or vehicle. Scale bars represent 50 μm. Images are representative of three independent experiments. **l** F4/80^+^ and UCP1^+^ area in PVAT (vehicle, *n* = 9; clodronate, *n* = 4, unpaired two-tailed Student’s *t* test). Data represent mean ± SEM. Source data are provided as a Source Data file.

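For the transcriptome analysis, RNA was taken from the outer tissues around the femoral artery, which consist mainly of PVAT, of ovariectomized female mice 48 h after wire injury or sham operation. Each group had 2 libraries, made from 480 ng of total RNA with a strand-specific kit that selects polyadenylated RNA and sequenced as 150 bp paired-end reads. The authors trimmed the reads, aligned them to mm9 with STAR, counted them per gene with featureCounts and used DESeq2 for differential analysis. The values they deposited are not counts. They are signed values for 12661 genes, listed by symbol, that run from -2.27 to 6.45 around a centre set separately for each gene. The spread of these values is that of a log-like scale, but its base and the samples that set the centre are not stated in the paper's text, so differences are given in deposited units and are not converted to fold changes. The sequencing depth behind each value is unknown. Injured and sham-operated groups were compared with limma, with Benjamini-Hochberg adjustment over the 12661 genes and no filter on expression. An adjusted p-value under 0.05 was reached by 941 genes, of which 476 were higher and 465 lower after injury. A threshold of 0.1 gave 2317 genes, the largest change in this count among the alternatives tried. An unadjusted p-value under 0.05 was reached by 3739 genes. In 7834 genes (61.9%) both injury libraries lay on the same side of both sham libraries, where chance alone gives 33.3%, or 16.7% in each direction. With 2 libraries against 2, an exact permutation test of a single gene cannot go below p = 0.333, so the adjusted p-values rest on limma's sharing of variance across genes. The leading principal component, with 77.7% of the variance, separated the injury libraries from the sham libraries. Among genes under the 0.05 threshold, the highest differences were those of *Slfn4* (3.23), *Cd300lf* (2.78), *Cxcl3* (2.68), *Il1rn* (2.64) and *Arg1* (2.56). *Slfn4* belongs to a family of similar genes, between which the counting could have split reads. The lowest were those of *Adamts8* (-2.69), *Cytl1* (-2.61), *Myh11* (-2.52), *Enpp6* (-2.42) and *Vwf* (-2.40). *Myh11* lost its call with a robust variance prior (adjusted p = 0.0538 from limma). It also did so after removal of the GC and length trend of each library (adjusted p = 0.0542 from limma). Both alternatives were chosen after seeing the data. A block for the replicate number was set before the data were examined. With it *Myh11* and *Il1rn* lost their calls (adjusted p = 0.0652 and 0.0548 from limma).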

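Of the BAT marker genes *Ucp1*, *Cidea*, *Cox8b*, *Ppargc1a*, *Elovl3* and *Dio2*, all but *Elovl3*, which was not analysed here, were examined in the injured and sham-operated PVAT. Coordinates are those of mm9 with the GENCODE annotation, and values are in deposited units. *Cidea*, a lipid droplet protein gene on chromosome 18 from 67503218 to 67527448, was at 1.14 ± 0.74 (SD, n = 2) after sham operation and at 3.30 ± 0.03 (SD, n = 2) after injury. The difference was 2.15 (standard error 0.34, adjusted p = 0.0323 from limma with Benjamini-Hochberg adjustment). *Cox8b*, a subunit of cytochrome c oxidase on chromosome 7 from 148084842 to 148086345, rose from 0.89 ± 0.002 (SD, n = 2) to 1.66 ± 0.09 (SD, n = 2). Its difference was 0.78 (standard error 0.14, adjusted p = 0.0368 from limma). Both genes lost their call after quantile normalization of the 4 columns, an alternative chosen after seeing the data. Their adjusted p-values from limma were then 0.105 for *Cidea* and 0.105 for *Cox8b*. These were the highest over the alternatives, and the lowest were 0.0322 and 0.0367. Quantile normalization raised the difference of *Cidea* to 2.37, so its call was lost through a larger spread, and lowered that of *Cox8b* to 0.65. In injury replicate 2 *Cidea* had the highest value of the column (3.27). This value was replaced by the mean of the 4 column maxima, the largest of which was 6.45 in sham replicate 1. *Cox8b* also lost its call after the GC and length correction (adjusted p = 0.0569 from limma). With the block for the replicate number *Cox8b* lost its call too (adjusted p = 0.0595 from limma). *Ucp1*, the mitochondrial uncoupling protein gene on chromosome 8 from 85814247 to 85822355, had values of 0.97 and 2.76 in the sham libraries and of 3.82 and 3.02 in the injury libraries. Its difference of 1.55 (standard error 0.61) did not pass the threshold (adjusted p = 0.164 from limma). The difference of *Ucp1* was 0.66 without sham replicate 1 and 2.45 without sham replicate 2, so its size was set by single libraries. *Dio2*, the type II deiodinase gene on chromosome 12 from 91962994 to 91976878, was at 0.20 ± 0.06 (SD, n = 2) after sham operation. After injury it was at 1.04 ± 0.52 (SD, n = 2), a difference of 0.84 (adjusted p = 0.106 from limma). Without injury replicate 1 the difference of *Dio2* was 0.47, and without injury replicate 2 it was 1.20. *Ppargc1a*, a transcriptional coactivator gene on chromosome 5 from 51845488 to 51958964, had sham values of 1.30 and 0.89 and injury values of 1.64 and 1.26. These groups overlapped, and the difference of 0.36 was within the spread between replicates (adjusted p = 0.329 from limma). All 5 genes had higher means after injury, 4 of them with no overlap between the groups. Over all genes tested 2 of the 5 were called higher, and adjusted over the list alone 3 were, a count that is not taken as independent evidence, because the study names these genes as increased in these same libraries. The paper reasons from the transcriptome, together with qRT-PCR, in situ hybridization, histology and western blots of other samples, and proposes that PVAT takes on a BAT-like phenotype after vascular injury.

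**Figure D1:**
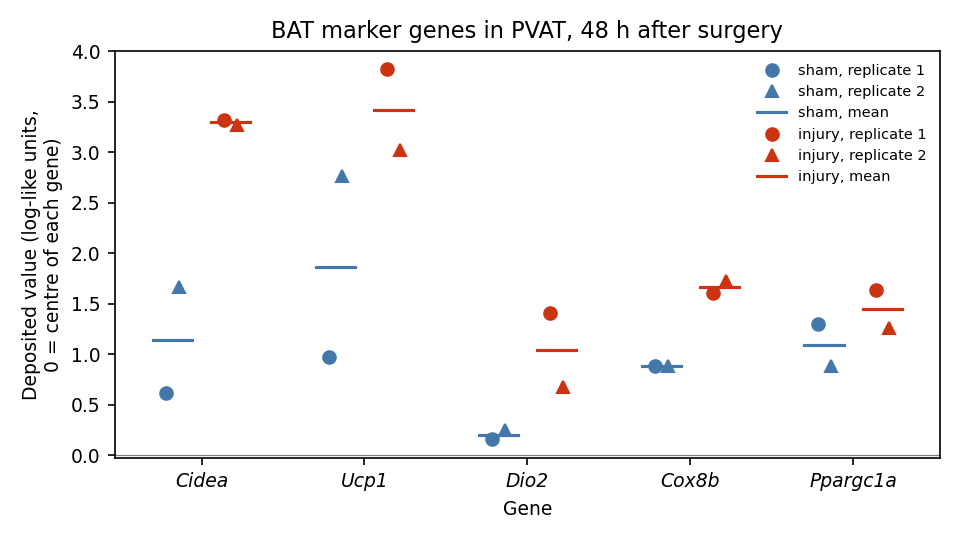
Values of 5 BAT marker genes (horizontal axis) in each library in deposited log-like units (vertical axis), where 0 is the centre of each gene and points are the single libraries (circles, replicate 1; triangles, replicate 2) and bars the group means. *Cidea* and *Cox8b* show injury libraries well apart from sham libraries, while for *Ucp1* sham replicate 2 (2.76) lies close to injury replicate 2 (3.02).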

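The immune cell marker and cytokine genes that the study shows for the same libraries number 32, and all 32 had higher values in both injury libraries than in both sham libraries. Their differences ran from 0.40 for *Il2ra* to 2.68 for *Cxcl3*, with a median of 1.75 deposited units. As single genes, 15 of the 32 were called higher over all genes tested by limma with Benjamini-Hochberg adjustment. Adjusted over the list alone 31 were called, which is not taken as independent evidence, because the study shows the list as genes upregulated in these same libraries. *Ccr2*, the receptor of the chemokine CCL2, was at -1.50 ± 0.14 (SD, n = 2) after sham operation and at 0.80 ± 0.28 (SD, n = 2) after injury. Its difference was 2.30 (standard error 0.19, adjusted p = 0.0285 from limma). The integrin genes *Itgam* (CD11b) and *Itgax* (CD11c) differed by 1.61 and 1.32 deposited units, with adjusted p-values of 0.0291 and 0.0301 from limma. The cytokine genes *Tnf* and *Il1b* had large differences, 2.05 and 2.13, but standard errors of 0.59 and 0.67, and did not pass the threshold (adjusted p = 0.0907 for *Tnf* and 0.1102 for *Il1b* from limma). For *Chil3*, which has close copies between which the counting could have split reads, the difference of 0.92 failed the threshold in both ways of adjusting (adjusted p = 0.176 over all genes from limma). The list as a whole stood apart from the other genes by the camera test with a preset correlation (adjusted p = 5.4e-15 over 19 lists). With the correlation estimated from the data it did not (adjusted p = 0.405). That version rests on 2 residual degrees of freedom and called none of the 19 lists, so it does not measure correlation alone. Fry asks whether the genes of the list changed, not whether they stood apart from other genes, and did not call it (adjusted p = 0.100).

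**Figure D2:**
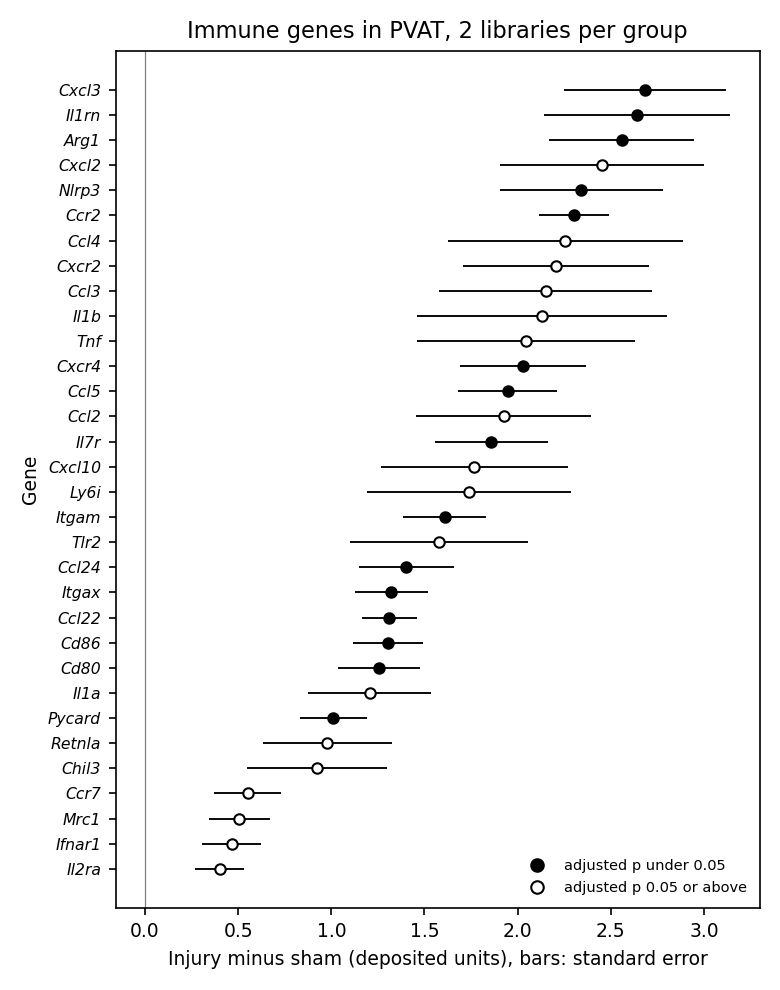
Differences between the injury and sham libraries (horizontal axis, deposited units) of the 32 immune cell marker and cytokine genes (vertical axis), where bars are standard errors from limma and filled points have an adjusted p-value under 0.05. All 32 points lie above 0, and 15 are filled.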

Transcriptome analysis of PVAT surrounding injured or sham-operated FAs showed that in addition to the increase in expression levels of several genes encoding immune cell markers and inflammatory cytokines, vascular injury induced a significant increase in expression levels of BAT marker genes including *Ucp1*, *Cidea*, *Cox8b*, *Ppargc1a*, *Elovl3* and *Dio2* in the PVAT (Supplementary Fig. 1a), which was confirmed by real-time quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis (Fig. 1e). Upregulation of UCP1 in PVAT after vascular injury was confirmed by in situ hybridization analysis (Fig. 1f) and immunohistochemical analysis (Fig. 1g, h). Morphologically, adipocytes in PVAT after vascular injury possessed the beige/BAT characteristics including smaller cell size and multilocular lipid droplets compared with those after sham operation (Fig. 1g, i). Western blot analysis also showed the increase in UCP1 exclusively in the outer tissues denuded from vessels rather than the remained arteries (Fig. 1j). Then, we examined the role of infiltrated macrophages in the upregulation of UCP1. Reduction of macrophages by the administration of clodronate liposome significantly attenuated upregulation of UCP1 after vascular injury (Fig. 1k, l). The effects of ovariectomy on the expression levels of BAT markers, such as *Ucp1* and *Elovl3*, were marginal, while the upregulation of these markers after vascular injury was more prominent in ovariectomized mice than in controls (Supplementary Fig. 1b). A significant upregulation of UCP1 and the morphological shrinkage of adipocyte cell size in PVAT after vascular injury were observed in intact gonadal male mice (Supplementary Fig. 1c, d). Taken together, these results suggest that in male and ovariectomized female mice‚ vascular injury elicits the infiltration of macrophages in PVAT, which induces the change of PVAT into BAT-like phenotypes, resembling the “beiging”-phenomenon that is observed in subcutaneous and visceral WAT following exposure to cold or β3AR agonists.

### PVAT beiging alters vascular inflammatory response

We next investigated the pathophysiological roles of the PVAT beiging in the development of vascular remodeling after injury using mice with an adipocyte-specific deletion of *Prdm16* gene, an essential regulator of beiging^16–18^, using *Adipoq* (Adiponectin)–Cre^+/−^;*Prdm16*^fl^°^x/fl^°^x^ mice, referred to as Adipo^Cre+^;*Prdm16*. *Prdm16* mRNA expression was >90% lower in adipose tissues such as thoracic aorta PVAT and intra-scapular BAT compared with Adipo^Cre−^;*Prdm16* control littermates, despite comparable expression in other tissues such as lung and intestine (Supplementary Fig. 2a). Vascular injury induced more prominent remodeling accompanied by marked inflammation and suppressed beiging in the PVAT in both males and ovariectomized females of Adipo^Cre+^;*Prdm16* mice compared with Adipo^Cre−^;*Prdm16* mice at 14 days after injury (Fig. 2a, b and Supplementary Fig. 2b, c). To rule out the effects of *Prdm16* deletion in adipose tissues of the whole body, we locally repressed *Prdm16* by applying pluronic gel containing small interfering RNA (siRNA) against *Prdm16* around FAs^27,28^. A significant reduction of *Prdm16* mRNA expression was confirmed in the outer tissues surrounding FA of wild type mice after siRNA treatment, whereas no difference was observed in contralateral untreated FA (Supplementary Fig. 2d). The *Prdm16* siRNA treatment abolished PVAT beiging after vascular injury (Supplementary Fig. 2e) and exacerbated pathological intimal thickening 14 days after vascular injury (Fig. 2c).

**Fig. 2:**
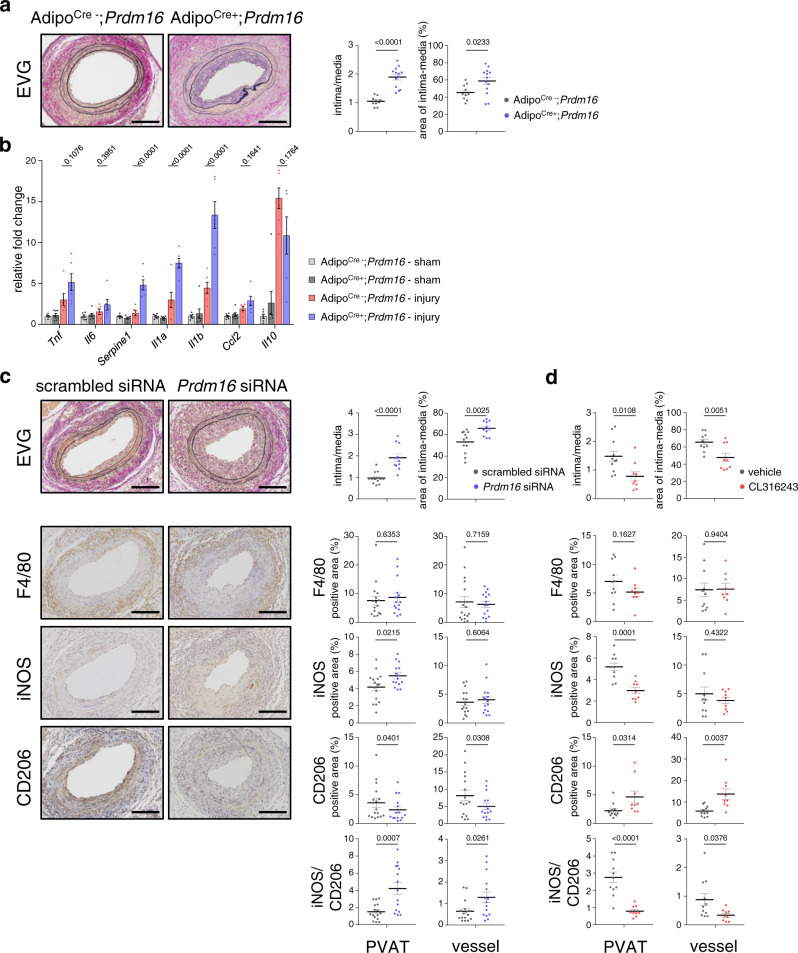
Modification of PVAT beiging alters vascular inflammatory response and remodeling after injury. **a** EVG staining in FAs 14 days after injury of Adipo^Cre+^;*Prdm16* mice and Adipo^Cre−^;*Prdm16* (control) mice. The ratio of intima to media area (intima/media) and the % intima–medial area in the area surrounded by the external elastic lamina (area of intima–media) at 14 days after vascular injury were analyzed (Adipo^Cre−^;*Prdm16*, *n* = 10; Adipo^Cre+^;*Prdm16*, *n* = 13, unpaired two-tailed Student’s *t* test). Scale bars represent 100 μm. **b** Gene expression of inflammatory cytokine markers in PVAT 14 days after vascular injury in Adipo^Cre+^;*Prdm16* mice and Adipo^Cre−^;*Prdm16* (control) mice (Adipo^Cre-^;*Prdm16* **–** sham, *n* = 6; Adipo^Cre+^;*Prdm16* **–** sham, *n* = 7; Adipo^Cre-^;*Prdm16* **–** injury, *n* = 6; Adipo^Cre+^;*Prdm16* **–** injury, *n* = 6, one-way ANOVA followed by Tukey–Kramer post-hoc test).　**c**, **d** EVG and immunohistochemical staining for F4/80, iNOS (classically activated) and CD206 (alternatively activated) in FAs 14 days after injury in wild type mice treated with pluronic gel containing siRNA [*Prdm16* or scrambled, (**c**)] or β3AR agonist [CL316243 or vehicle, (**d**)] applied to the PVAT surrounding the FA. The ratio of intima to media area (intima/media) and the % intima–medial area in the area surrounded by the external elastic lamina (area of intima–media) at 14 days after vascular injury were analyzed ((**c**) scrambled siRNA, *n* = 12; *Prdm16* siRNA, *n* = 11, unpaired two-tailed Student’s *t* test, (**d**) vehicle, *n* = 11; CL316243, *n* = 9, unpaired two-tailed Student’s *t* test). The positive area of immunostaining and ratio of iNOS to CD206-positive area in arteries (vessel) or surrounding tissues (PVAT) were analyzed (**c** scrambled siRNA, *n* = 16; *Prdm16* siRNA, *n* = 15, unpaired two-tailed Student’s *t* test, **d** vehicle, *n* = 11; CL316243, *n* = 9, unpaired two-tailed Student’s *t* test). Scale bars represent 100 μm. Data represent mean ± SEM. Source data are provided as a Source Data file.

Macrophages change their phenotypical and functional characteristics, termed macrophage polarization, in response to pro- or anti-inflammatory stimuli^29^. Although the accumulation of F4/80^+^ cells was comparable between locally beiging-suppressed FA and control FA (Fig. 2c), the ratio of inducible nitric oxide synthase (iNOS)^+^ activated inflammatory macrophages to CD206^+^ alternatively activated anti-inflammatory macrophages was significantly increased in the beiging-suppressed FA PVAT as compared with that of control FA PVAT 14 days after vascular injury (Fig. 2c). These significant differences were not observed during the early phase (3 days) after injury (Supplementary Fig. 3a, b), suggesting that inhibition of PVAT beiging exacerbates pathological remodeling after vascular injury by prolonged activation of pro-inflammatory macrophages.

The effects of systemic activation of WAT beiging by exposure to cold or β3AR agonists on vascular pathogenesis in vivo remain controversial and depend on the experimental models studied^30,31^. These conflicting results are considered to come from direct and/or indirect effects of systemic activation of beiging on vascular remodeling, such as brown/beige fat-mediated lipolysis, release of anti-inflammatory adipokines and glucose homeostasis^30–32^. Therefore, we locally activated beiging of the FA PVAT using pluronic gel containing the specific β3AR agonist, CL316243 and evaluated the specific effects of PVAT beiging on the phenotypic transition of macrophage and vascular remodeling. Local β3AR activation significantly induced PVAT beiging in the outer surrounding tissue of FA, but not in the contralateral untreated FA, visceral WAT or BAT (Supplementary Fig. 3c), and significantly attenuated vascular intimal thickening 14 days after injury with a shift of macrophage polarization to anti-inflammatory phenotype in FA PVAT (Fig. 2d and Supplementary Fig. 3d). These significant differences were not observed during the early phase after injury (Supplementary Fig. 3a, b). In contrast, the beiging in PVAT elicited by vascular injury was attenuated by a β3AR antagonist (SR59230A) with pluronic gel (Supplementary Fig. 3e). These data suggest that pharmacological beiging stimulation exerts additional protection against pathological remodeling after vascular injury by suppression of prolonged activation of pro-inflammatory macrophages, and that the beiging in PVAT after the injury is mediated by the β3AR signaling.

Then, we examined the interactions between PVAT-derived beige adipocytes and macrophages. When RAW 264.7 macrophage cells or bone marrow-derived macrophages (BMDMs) were cultured in medium conditioned by beige adipocytes differentiated from the stromal vascular fraction of PVAT, expression levels of *Mrc1* (CD206) were increased and those of inflammatory cytokines such as *Tnf*, *Serpine1*, and *Il1b* were decreased (Fig. 3a-d). These changes were abrogated by inhibition of PVAT beiging by siRNA knockdown of *Prdm16* (Fig. 3e, f and Supplementary Fig. 3f). We further examined the effects of PVAT beiging on cell growth of macrophages. Culture medium conditioned by PVAT-derived beige adipocytes significantly decreased the number of RAW 264.7 macrophages activated by interferon-gamma (IFNγ) and lipopolysaccharide (LPS), but not that of macrophages alternatively activated by interleukin (IL) 4 (Fig. 3g and Supplementary Fig. 3g). Culture medium conditioned by PVAT-derived adipocytes with knockdown of *Prdm16* did not decrease the number of classically activated macrophages induced by IFNγ and LPS (Fig. 3g). Taken together, these results suggest that factors secreted from PVAT-derived beige adipocytes selectively inhibit the growth of classically activated macrophages and shift macrophage phenotypes into an alternatively activated state, resulting in anti-inflammatory effects.

**Fig. 3:**
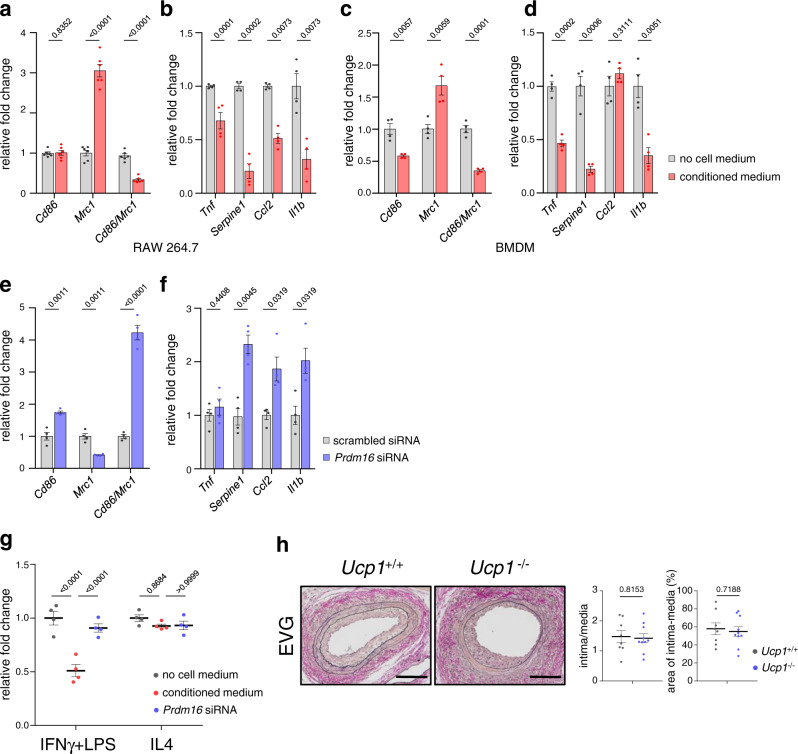
Beige-differentiated PVAT shifts macrophage phenotypes to alternatively activated state. **a**–**d** Cultured preadipocytes isolated from the PVAT stromal vascular fraction were differentiated into beige adipocytes, and media conditioned by the cells were added to RAW 264.7 macrophage cells (**a**, **b**) or bone marrow-derived monocytes (BMDMs) (**c**, **d**). After 48 h, mRNA was extracted from the RAW 264.7 cells or BMDMs and qRT-PCR was performed. The gene expression levels of macrophage phenotype markers [*Cd86* (classically activated), *Mrc1* (CD206, alternatively activated) and ratio of *Cd86* to *Mrc1*, (**a**, **c**)] and inflammatory cytokines [*Tnf*, *Serpine1*, *Ccl2*, and *Il1b*, (**b**, **d**)] were analyzed. Control cells were treated with media cultured in the absence of adipocytes (**a** *n* = 6 biological replicates, representative data of three different culture lines are shown, two-tailed *t* tests with Holm-Sidak’s correction for multiple comparisons, **b–d** *n* = 4 biological replicates, representative data of three different culture lines are shown, two-tailed *t* tests with Holm-Sidak’s correction for multiple comparisons). **e**–**f** PVAT-preadipocytes were introduced by siRNA of *Prdm16* or scrambled and stimulated with beige differentiation factors. Culture media conditioned by these cells were added to RAW 264.7 cells and mRNA was extracted 48 h after treatment. The results of the qRT-PCR analyses of the gene expression levels of macrophage phenotype markers (**e**) and inflammatory cytokines (**f**) are shown (*n* = 4, biological replicates, representative data of three different culture lines are shown, two-tailed *t* tests with Holm-Sidak’s correction for multiple comparisons). **g** Cell growth analysis of RAW 264.7 cells 72 h after treatment with culture media conditioned by PVAT-derived beige adipocytes. RAW 264.7 cells were pre-treated with IFNγ (20 ng/ml) and LPS (20 ng/ml) or IL4 (10 ng/ml) for 24 h and treated with media cultured in the absence of adipocytes (gray dots), culture media conditioned by adipocytes (red dots) and culture media conditioned by adipocytes introduced by *Prdm16* siRNA (blue dots) (*n* = 4 biological replicates, representative data of three different culture lines are shown, one-way ANOVA followed by Tukey–Kramer post-hoc test). **h** EVG staining in the FA 14 days after injury in *Ucp1*^−/−^ and wild type (*Ucp1*^+/+^) mice. Scale bars represent 100 μm. The ratio of intima to media area (intima/media) and % intima–medial area in the area surrounded by the external elastic lamina (area of intima–media) were analyzed (*Ucp1*^+/+^, *n* = 8; *Ucp1*^−/−^, *n* = 10, unpaired two-tailed Student’s *t* test). Data represent mean ± SEM. Source data are provided as a Source Data file.

### NRG4 as an anti-inflammatory factor

Some studies have shown the contributions of UCP1 to atherogenesis^30,32–35^. Therefore, we first examined UCP1 as a possible regulator of vascular remodeling after injury. Unexpectedly, vascular wall thickening 14 days after injury was comparable between *Ucp1*^−/−^ and littermate wild type (*Ucp1*^+/+^) mice (Fig. 3h), suggesting that UCP1 is not involved in the beneficial effects of PVAT beiging on vascular remodeling.

To identify the key factors that control endovascular injury-induced inflammation in PVAT, we performed transcriptional RNA profiling using single-cell RNA sequencing (scRNA-seq) and subsequent computational analysis using publicly available scRNA-seq datasets of murine inguinal WAT (iWAT) treated with CL316243 or control (GSE 133486)^36^. Cluster analysis of uniform manifold approximation and projection (UMAP) dimensionality reduction after integration with Seurat revealed that the cells of iWAT were classified into 15 clusters (C0–14) and that C7_(Seurat)_ mostly consisted of CL316243-treated cells (Fig. 4a, b and Supplementary Fig. 4a). Beige/brown adipocyte-specific genes such as *Ucp1*, *Cidea* and *Ppargc1a*, were predominantly expressed in C7_(Seurat)_ (Fig. 4c and Supplementary Figs. 4b, 5), indicating that this cluster represents beige adipocytes induced by β3AR activation. The emergence of the beige adipocyte cluster by β3AR activation with CL316243 was also confirmed using another integration method, Harmony (C6_(Harmony)_, Supplementary Figs. 6a–f and 7). In addition, the cell type deconvolution analysis of the bulk RNA-seq dataset of iWAT (GSE129083)^37^ showed that the beige adipocyte population appeared in iWAT treated with CL316243 (Supplementary Table 2). Furthermore, the analysis of another dataset (GSE 133486)^36^ demonstrated that β3AR activation with cold stimuli also induced the emergence of a beige adipocyte population (C9_(cold)_), Supplementary Figs. 8a–e and 9). Gene ontology analysis for the significantly regulated genes in C7_(Seurat)_ identified *Nrg4* as a highly expressed secretory factor involved in the molecular function of receptor-binding (Fig. 4c, d). The enrichment of *Nrg4* was also detected in C6_(Harmony)_ and C9_(cold)_ (Supplementary Figs. 6d, e and 8c, d).

**Fig. 4:**
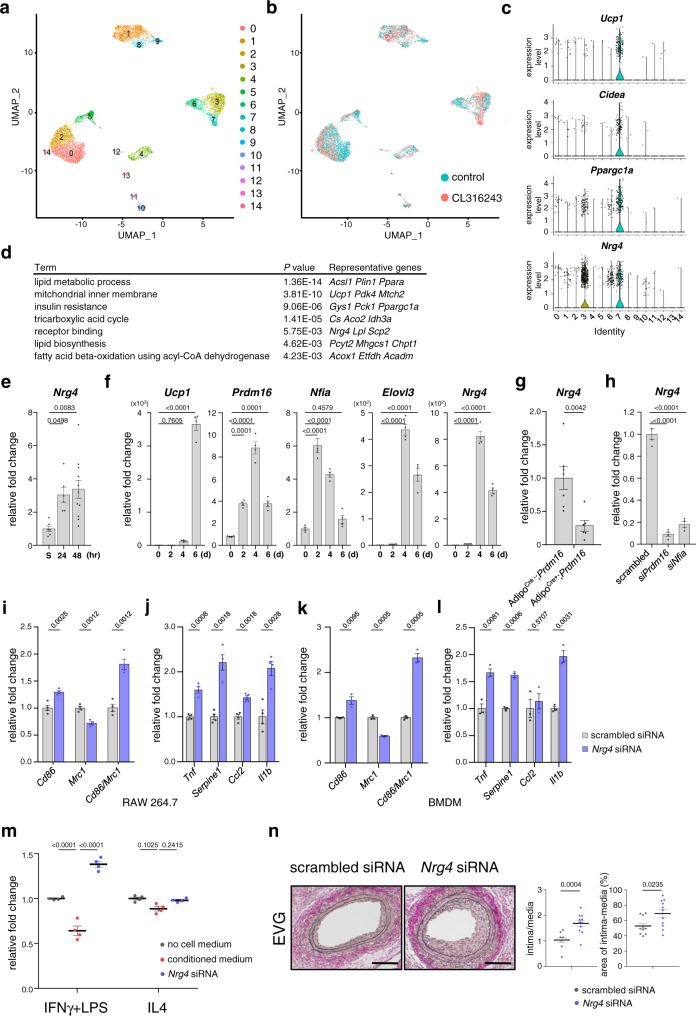
Identification of NRG4 as beige PVAT-derived secretory factor that controls macrophage phenotypes and growth. **a**, **b** Clustering analysis of UMAP dimensionality reduction using scRNA-seq data in publicly available datasets of mouse iWAT treated with CL316243 or control (GSE 133486), dividing adipose tissue cells into 15 clusters which are color-coded by cell type (**a**) and by stimulation (CL316243 treatment [pink] or control [turquoise]) (**b**). **c** Violin plots of representative beige/BAT marker genes and *Nrg4* in each cluster indicated in **a**. **d** Gene ontology analysis for the top 100 regulated genes in C7 showing that several biological processes annotated by the genes were changed significantly. *Nrg4* was listed as a gene involved in receptor-binding. *P*-values are determined by Fisher’s Exact test. **e** qRT-PCR analysis showing *Nrg4* gene expression in PVAT 24 and 48 h after injury (sham, *n* = 6; injury 24 h, *n* = 6; injury 48 h, *n* = 11, one-way ANOVA followed by Tukey–Kramer post-hoc test). **f** Time course of gene expressions in PVAT-derived preadipocytes stimulated by beige differentiation factors. Relative expression levels of beige/BAT markers and *Nrg4* are shown. (*n* = 4 biological replicates, representative data of three different culture lines are shown, one-way ANOVA followed by Tukey–Kramer post-hoc test). **g** Gene expression of *Nrg4* in PVAT 14 days after vascular injury in Adipo^Cre+^;*Prdm16* mice and Adipo^Cre−^;*Prdm16* (control) mice (Adipo^Cre−^;*Prdm16*, *n* = 7; Adipo^Cre+^;*Prdm16*, *n* = 6, unpaired two-tailed Student’s *t* test). **h** qRT-PCR analysis showing *Nrg4* gene expression in PVAT-derived preadipocytes introduced by scrambled, *Prdm16* and *Nfia* siRNAs followed by stimulated with beige differentiation factors for 6 days (*n* = 4, biological replicates, representative data of three different culture lines are shown, one-way ANOVA followed by Tukey–Kramer post-hoc test). **i**–**l** PVAT-derived preadipocytes were introduced by *Nrg4* or scrambled siRNA and stimulated with beige differentiation factors. Culture media conditioned by these cells were then added to RAW 264.7 cells (**i**, **j**) or BMDMs (**k**, **l**) and mRNA was extracted 48 h after treatment. The results of qRT-PCR for the gene expression levels of macrophage phenotype markers (**i**, **k**) and inflammatory cytokines (**j**, **l**) are shown ((**i**, **j**) *n* = 4 biological replicates, representative data of three different culture lines are shown, two-tailed *t* tests with Holm-Sidak’s correction for multiple comparisons, (**k**, **l**) *n* = 3 biological replicates, representative data of three different culture lines are shown, two-tailed *t* tests with Holm-Sidak’s correction for multiple comparisons). **m** Cell growth analysis of RAW 264.7 cells 72 h after treatment with conditioned media from PVAT-derived beige adipocytes. RAW 264.7 cells were pre-treated with IFNγ and LPS or IL4 for 24 h and treated with media cultured in the absence of adipocytes (gray dots), media conditioned by adipocytes (red dots) and media conditioned by adipocytes introduced by *Nrg4* siRNA (blue dots) (*n* = 4 biological replicates, representative data of three different culture lines are shown, one-way ANOVA followed by Tukey–Kramer post-hoc test). **n** EVG staining in FAs 14 days after injury in wild type mice treated with pluronic gel, containing siRNA against *Nrg4* or scrambled, that was applied to the PVAT surrounding the FA. The ratio of intima to media area (intima/media) and the % intima–medial area in the region surrounded by the external elastic lamina (area of intima–media) at 14 days after vascular injury were analyzed (scrambled siRNA, *n* = 10; *Nrg4* siRNA, *n* = 11, unpaired two-tailed Student’s *t* test). Scale bars represent 100 μm. Data represent mean ± SEM. Source data are provided as a Source Data file.

Consistent with the findings from the comprehensive data analysis, we observed that *Nrg4* was upregulated in PVAT after vascular injury (Fig. 4e) and in cultured PVAT-derived preadipocytes stimulated by beige adipocyte differentiation factors, accompanied by other beige genes in a time-dependent manner (Fig. 4f). The upregulation of *Nrg4* in PVAT surrounding injured FAs was also observed 14 days after injury by in situ hybridization analysis (Supplementary Fig. 10a), where *Nrg4* was expressed in beige adipocytes of PVAT expressing *Ucp1* (Supplementary Fig. 10b). *Nrg4* upregulation was significantly attenuated in Adipo^Cre+^;*Prdm16* mice and PVAT-derived preadipocytes transduced with siRNA against *Prdm16* or *Nfia* (Fig. 4g, h), whereas it occurred independently of UCP1 (Supplementary Fig. 10c). NRG4 has recently emerged as a brown fat-enriched secreted factor that ameliorates diet-induced metabolic disorders, including insulin resistance and hepatic steatosis^38–40^. We thus examined whether NRG4 was involved in beige adipocytes-induced resolution of macrophage inflammation. Culture media conditioned by PVAT-derived beige adipocytes induced phenotypic changes from classical to alternative activation and downregulation of inflammatory genes in RAW 264.7 macrophages or BMDMs, but these changes were not observed by the culture media conditioned by PVAT-derived beige adipocytes with knockdown of *Nrg4* by siRNA (Supplementary Fig. 10d and Fig. 4i–l). Consistently, recombinant murine NRG4 attenuated the *Cd86*/*Mrc1* ratio and inflammatory cytokine levels in macrophages classically activated (Supplementary Fig. 10e, f). The knockdown of Erb-B2 receptor tyrosine kinase 4 (ErbB4), a receptor of NRG4^41^, in macrophages abolished the alternative activation and anti-inflammatory effects of culture media conditioned with PVAT-derived beige adipocytes (Supplementary Fig. 10g–i). Furthermore, culture media conditioned by PVAT-derived beige adipocytes with *Nrg4* knockdown no longer inhibited the increase in the number of RAW 264.7 cells activated by IFNγ and LPS (Fig. 4m). In mice, *Nrg4* siRNA treatment with pluronic gel was found to exacerbate pathological intimal thickening 14 days after vascular injury (Fig. 4n). Taken together, these results suggest that NRG4 secreted from PVAT-derived beige adipocytes inhibits the growth of classically activated macrophages and induces phenotypic shift to an alternatively activated state, leading to accelerated resolution of macrophage inflammation, resulting in attenuation of pathological vascular remodeling after injury.

### PVAT beiging is detectable in human AAD

Acute aortic dissection (AAD) is the acute destruction of aortic wall that accompanies severe local inflammation^42^. We examined whether beiging was recognized in PVAT of human aorta with AAD. In addition to the accumulation of macrophages, protein expression levels of markers for beige cells, such as UCP1 and CIDEA, and NRG4 were significantly increased likely as a compensatory response in the PVAT of AAD lesions compared with the PVAT without AAD (Fig. 5a, b and Supplementary Fig. 11a, b). To elucidate the role of PVAT beiging in AAD, we used an AAD murine model with the systemic administration of angiotensin II, β-aminopropionitrile, and N-nitro-L-arginine methyl ester^43–45^. CL316243 administration significantly reduced death due to dissection or rupture of the aorta (Fig. 5c), concomitant with the shift of macrophage phenotypes in PVAT to the alternatively activated state evaluated by fluorescence-activated cell sorting (FACS) analysis (Fig. 5d, e and Supplementary Fig. 12). These findings suggest that beiging occurs in the PVAT of the human aorta during acute dissection and may regulate the inflammatory response during the development of AAD.

**Fig. 5:**
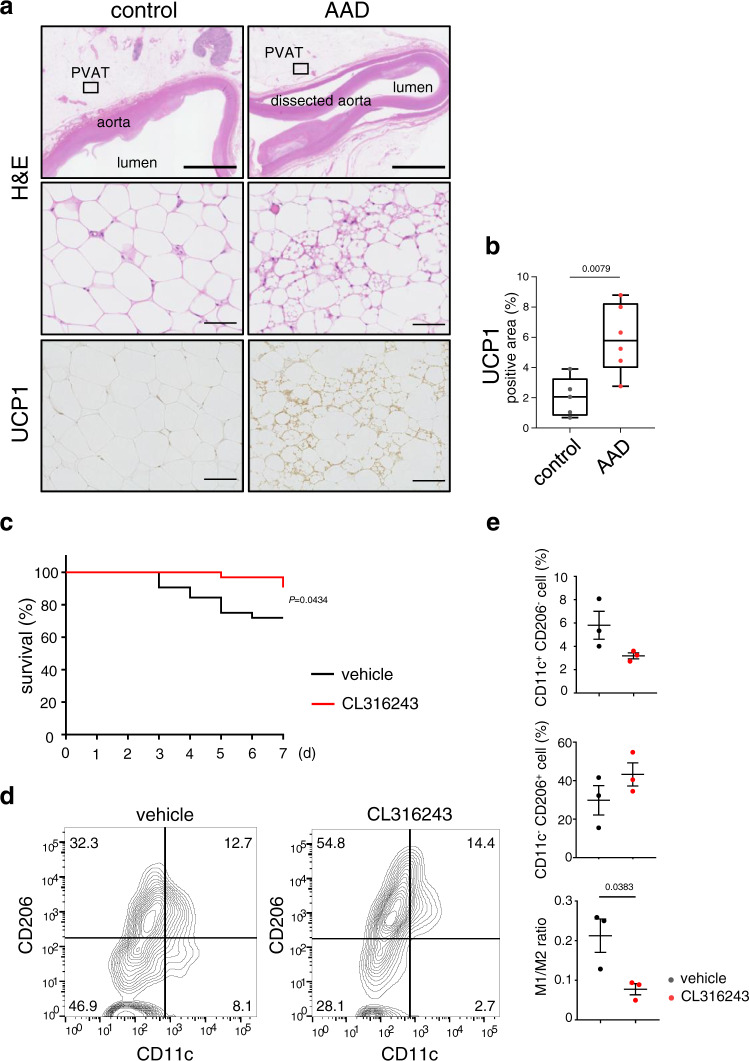
PVAT beiging in human and murine aorta with acute dissection. **a** Aorta tissue samples from patients with or without AAD were collected and H&E and immunohistochemical staining for UCP1 were performed. Scale bars represent 5 mm (thick bars) and 100 μm (thin bars). Images are representative of three independent experiments. **b** The % of UCP1^+^ areas in PVAT from patients with or without AAD were analyzed (control, *n* = 5; AAD, *n* = 6, two-sided Mann–Whitney *U*-test. Box plots denote the median, 25–75th percentiles, and minimum and maximum values). **c** Survival curves comparing vehicle-treated and CL316243-treated male AAD mice (*n* = 32 for each group, Kaplan–Meyer analysis, followed by log-rank test). **d** Representative flow plots derived from the PVAT of AAD mice treated with CL316243 or vehicle. **e** Percentage of classically activated (M1; defined as CD11c^+^, CD206^−^) and alternatively activated (M2; defined as CD11c^−^, CD206^+^) macrophages, and the ratio of M1 to M2 macrophages measured by flow cytometric analysis are shown (*n* = 3 for each group, unpaired two-tailed Student’s *t* test). Data represent the mean ± SEM. Source data are provided as a Source Data file.

## Discussion

Vascular damage provokes regional inflammation and prolonged inflammation leads to pathological vascular remodeling^4,5^. The balance of pro- and anti-inflammation is critical for successful vascular wound healing and clinical outcomes^46,47^. The primary process of inflammation resolution is accomplished by the phenotypic conversion of pro-inflammatory macrophages into anti-inflammatory macrophages^47^. However, the mechanisms involved in this conversion have not yet been fully elucidated. This study revealed that endovascular injury induced ‘beiging’ of regional PVAT, and that inhibition of PVAT beiging exacerbated thickening of the intima after injury accompanied by an increased accumulation of pro-inflammatory macrophages, while activation of beiging conversely attenuated pathological vascular remodeling and accumulation of pro-inflammatory macrophages. These findings suggest that beiging of PVAT plays a pivotal role in changing the initial inflammation phase to its resolution after vascular injury. Various studies have suggested that endothelial dysfunction leads to the recruitment of circulating monocytes to the intima–medial layer^3,6^. In our study, the marked accumulation of monocytes was also identified in the outer tissues surrounding the vasculature from the early phase after vascular injury. The infiltrated monocyte-macrophages elicited PVAT beiging, resulting in the suppression of the excessive vascular inflammatory response to the injury. These data indicate a pivotal role of the “outside-in” manner in wound healing after vascular injury.

Local activation of PVAT beiging attenuated pathological vascular remodeling after injury, suggesting that PVAT acts directly on nearby arteries and mediates the pathophysiological response to vascular damage in a paracrine manner. We identified NRG4 as an anti-vascular remodeling factor derived from beige PVAT. NRG4 is a member of the NRG protein family, which acts via ErbB receptor tyrosine kinases. This molecule is highly expressed in the pancreas, skeletal muscles and BAT^48^ and protects against diet-induced insulin resistance and hepatic steatosis through regulating hepatic lipogenic and cytoprotective signaling^38,40^. Recent studies have shown the expression of functional ErbB receptors on innate immune cells such as macrophages, dendritic cells and neutrophils^49^, and the NRG4-ErbB4 axis exerts anti-inflammatory effects in macrophages by promoting apoptosis of classically activated macrophages but not alternatively activated macrophages^49,50^. Consistent with these findings, medium conditioned by PVAT-derived beige adipocytes significantly inhibited the number of classically activated macrophages, which was abolished by *Nrg4* knockdown. Reduced levels of NRG4 have been reported to be associated with increased carotid intimal thickness, increased angiographic severity of coronary artery disease and acute coronary syndrome^51–53^. In this study, PVAT beiging was detected in human aorta with acute dissection, suggesting that NRG4 secreted from beige PVAT might protect human aorta against AAD. The lineage of the beige cells that emerged in the PVAT was not examined in this study. Reportedly, smooth muscle cell has been considered a possible lineage of origin for PVAT^54^, and Angueira et al. have shown an increase in *Myh11*^+^ smooth muscle cell-derived adipocytes in thoracic PVAT after treatment with rosiglitazone^55^. Since rosiglitazone reportedly recruits beige cells in fat tissues^56^, the beige cells in PVAT may be originated from smooth muscle cells. Lineage tracing studies using inducible genetic techniques may provide further biological and functional insights into the beiging phenomenon in the PVAT. Our data showed that the beiging after injury was suppressed by the macrophage depletion or the local β3AR inhibition, implying that the PVAT beiging was elicited via β3AR signaling mediated by infiltrated macrophages. Meanwhile, the involvement of other signaling pathways of beiging such as succinate metabolisms and BMP4 in the beiging process in PVAT after injury remains to be elucidated^57,58^. In conclusion, the present study revealed that PVAT beiging plays a critical role in the vascular inflammatory response to injury by controlling macrophage inflammation and its resolution and suggests that PVAT beiging and NRG4 may be novel targets of vascular injury including AAD.

## Methods

### Animal studies

All animal procedures were approved by the University of Tokyo Ethics Committee for Animal Experiments and strictly adhered to the guidelines for animal experiments at the University of Tokyo. Male or, unless otherwise specified, ovariectomized female mice were used for the study. All wild type C57BL/6J mice were purchased from CLEA Japan. Adipo^Cre+^ mice (B6;FVB-Tg(Adipoq-Cre)1Evdr/J, #10803), *Prdm16*^flox/flox^ mice (B6.129-*Prdm16*^*tm1.1Brsp*^/J, #024992) and *Ucp1*^−/−^ mice (B6.129-*Ucp1*^*tm1Kz*^/J, #003124) were purchased from Jackson Laboratory. Conditional deletion of *Prdm16* in adipocytes was achieved by crossing *Prdm16*^flox/flox^ homozygous mice with Adipo^Cre+^ hemizygous mice. Genotyping PCR was performed according to the protocol from Jackson Laboratory. All mice were maintained in specific pathogen-free conditions in the animal facilities of the University of Tokyo. They were housed in a controlled environment with a 12 h light/12 h dark cycle at a maintained temperature and kept with free access to food and water throughout the whole experiment period. Ambient room temperature was regulated at 73  ±  5 °F and humidity was controlled at 50  ±  10%. Endovascular injury of femoral arteries (FA) with wire insertion was performed at 10–12 weeks of age using a straight spring wire (0.38 mm in diameter, COOK) as previously described^59^. Arteries and outer tissues surrounding the vasculature were collected. Ovariectomies were performed in 8–10-week-old female mice 2 weeks before the endovascular injury, as previously described^60^. To selectively remove the macrophages, mice were given intraperitoneally clodronate liposomes (200 μl/mouse) or control phosphate-buffered saline (PBS) liposomes (Liposoma BV) on the day of the endovascular injury and 7 days after injury^61^. AAD was induced in mice by the simultaneous administration of angiotensin II (Ang II), β-aminopropionitrile (BAPN), and *N*-nitro-l-arginine methyl ester (L-NAME)^43–45^. In the present study, AngII (1,000 ng/kg/min; Peptide Institute Inc.) and BAPN (150 mg/kg/day; Sigma-Aldrich) were administered simultaneously to 10-week-old male C57BL/6J mice using Alzet osmotic minipumps (Durect Corporation)^43–45^. L-NAME (100 mg/kg per day; Cayman Chemical Co.) was administered orally with drinking water at the same time as pump implantation until the end of the experiment^45^. For beiging activation studies in AAD murine model, β3AR agonist (CL316243, 1 mg/kg/day; Sigma-Aldrich) or vehicle PBS was administered daily for seven days using the Alzet osmotic minipump^62^.

### Local administration of reagents

Pluronic F-127 gel (Sigma-Aldrich) is a thermoreversible gel^63^, which is liquid at refrigerated temperatures (4–5 °C), but gel upon warming to room temperature^64^. The gelation is reversible upon cooling. For local gene knockdown studies, 0.2 nmol/mouse Ambion in vivo pre-designed siRNA against *Prdm16* (s89042), *Nrg4* (s206928), or negative control mixed with Invivofectamine 3.0 reagent (Thermo Fisher Scientific) was dissolved in pluronic gel on ice and administered locally in PVAT of the injured artery. For β3AR signal activation or inhibition studies, β3AR agonist (CL316243, 0.01 mg/kg; Sigma-Aldrich), β3AR antagonist (SR59230A, 0.02 mg/kg; Sigma-Aldrich), vehicle PBS, or vehicle dimethyl sulfoxide was dissolved in pluronic gel and administered in the PVAT.

### Histology and immunohistochemistry

Arteries including outer tissues fixed in Ufix (Sakura Finetek), were embedded in paraffin and sectioned into 4-μm-thick sections. Specimens were then stained by hematoxylin and eosin (H&E), and Elastica van Gieson (EVG) methods. The lumen, internal elastic lamina (IEL), and external elastic lamina (EEL) were defined, and the intimal (the tissue between lumen and IEL) and medial (tissue between IEL and EEL) areas were recorded using National Institutes of Health (NIH) ImageJ software. To evaluate vessel remodeling, the ratio of intima to media area (intima/media)^59^ and the % intima–medial area = [(EEL area) – (luminal area)/EEL area] ×100 (%) (% area of intima–media)^65^ were calculated as previously described. To evaluate adipocyte area, PVAT samples were stained with H&E and imaged with DP70 (Olympus). Uncompressed tif files were analyzed for adipocyte area by the Adiposoft plugin (v. 1.16) for NIH ImageJ^66,67^. Sections were immunohistochemically stained by using primary antibodies against F4/80 (Bio-Rad, MCA497GA, 1:400), UCP1 (Abcam, ab23841, 1:400), iNOS (Abcam, ab15323, 1:200), CD206 (Abcam, ab64693, 1:1600), CIDEA (Abnova, H00001149-M01, 1:50), or NRG4 (Thermo Fisher Scientific, PA5-96184, 1:1000) with Vectastain ABC kit (Vector Laboratories) according to the manufacturers’ instructions. Peroxidase activity was visualized with DAB staining (Vector Laboratories), and sections were counterstained with hematoxylin. Images were acquired using the DP70 (Olympus) or BZ-X810 (KEYENCE) and analyzed using NIH ImageJ.

### Single-molecule fluorescence in situ hybridization

In situ hybridization was performed using the RNAscope Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics) according to manufacturers’ instructions. The probes targeting mm-*Ucp1* (#455411) or mm-*Nrg4* (#493731, Advanced Cell Diagnostics) were hybridized, followed by RNAscope amplification and co-staining with fluorescein-conjugated WGA to detect cell borders. Slides were mounted with ProLong Diamond Antifade Mountant with DAPI (Life Technologies). Fluorescent signals were captured with the ×40 objective lens on a laser scanning confocal microscope (LSM880, Zeiss). The number of positive dots was calculated using NIH ImageJ.

### PVAT-derived preadipocyte isolation

Eleven-week-old male wild type mice (for fluorescence-activated cell sorting analysis) or twelve-week-old female wild type mice (for cell culture) were sacrificed, and the PVAT from the thoracic aorta were extracted. PVAT was minced into small pieces using sharp round scissors and digested using gentleMACS (Miltenyi Biotec) and Adipose Tissue Dissociation Kit (Miltenyi Biotec), as previously described^68^. Digestion was performed in a MACSmix Tube Rotator (Miltenyi Biotec) at 37 °C for 40 min.

### Immortalization of PVAT-derived preadipocyte

A stromal vascular fraction of PVAT from 12-week-old female wild type mice was isolated and cultured in collagen-coated dishes, as previously described^68^. Preadipocytes isolated from the PVAT stromal vascular fraction were immortalized using the SV40 antigen as described previously^19^.

### BMDM isolation

Bone marrow cells were flushed from the femurs and tibias of 10-week-old male wild type mice, and cultured at 37 °C in DMEM/F12 containing 1% streptomycin, 1% penicillin, and 10% fetal bovine serum (FBS) (Cosmo Bio) and in 40 ng/mL of recombinant mouse M-CSF (576406; BioLegend) for 7 days, as previously described^69^. The differentiated BMDMs were detached from plates using TrypLE (Thermo Fisher Scientific) and replated into 12-well tissue culture dishes at a density of 5 × 10^5^ cells per well prior to cell stimulation.

### Cell culture

RAW 264.7 cells (European Collection of Authenticated Cell Culture), BMDMs, and PVAT-derived preadipocytes were cultured at 37 °C in DMEM/F12 with 1% streptomycin, 1% penicillin, and 10% FBS. For classically or alternatively activation, RAW 264.7 cells or BMDMs were treated with 20 μg/mL IFNγ (Miltenyi Biotec) + 20 μg/mL LPS (Sigma-Aldrich) or 10 μg/mL IL4 (Sigma-Aldrich) for 24 h, respectively, as previously described^70^. Recombinant murine NRG4 (100 ng/ml, Proteintech) or vehicle PBS was added to RAW 264.7 cells after classical activation. The growth of RAW 264.7 cells was measured with the Cell Titer Glo reagent (Promega) according to the manufacturer’s instructions.

### Differentiation of PVAT stromal vascular fraction to beige cells

PVAT-derived preadipocytes were differentiated to beige cells according to the previous reports^68^. Briefly, cells that reached confluence were treated for 48 h in medium containing 10% FBS, 850 nM insulin, 0.5 mM isobutylmethylxanthine, 125 nM indomethacin, 1 μM dexamethasone, 1 nM 3,3′,5-Triiodo-l-thyronine (T3) and 0.5 μM rosiglitazone. After 48 h treatment, the cell culture media were switched to media containing 10% FBS, 850 nM insulin, 1 nM T3 and 0.5 μM rosiglitazone and incubated for additional 5 days. Six to eight days after adding the induction medium, cells are fully differentiated to mature beige fat cells and are filled with oil droplets. Culture media conditioned by PVAT-derived beige adipocytes were added to RAW 264.7 cells, and mRNA expression of RAW 264.7 cells 24 h after stimulation was examined. For siRNA-mediated gene knockdown experiments in cultured PVAT-derived adipocytes, siRNAs against *Prdm16*, *Nrg4, Erbb4* (s89042, s206928, s201303, respectively, Silencer select pre-designed siRNA, Thermo Fisher Scientific), *Nfia* (sc-36045, Santa Cruz Biotechnology) and negative control (Thermo Fisher Scientific) were transfected with Lipofectamine RNAiMAX reagent (Thermo Fisher Scientific) 2 days before confluence and following every 48 h, according to the manufacturer’s instructions.

### Western blotting

Tissues were lysed in RIPA buffer containing 0.1% sodium dodecyl sulfate, 1% Triton X-100, 0.5% sodium deoxycholate, 150 mM NaCl, 50 mM Tris-Cl (pH 8.0), 1 mM EDTA supplemented with protease inhibitor (Roche). Proteins were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), transferred to polyvinylidene difluoride membrane, and detected with the antibodies of anti-UCP1 (Abcam, ab23841, 1:1000) and anti-GAPDH (Cell Signaling Technology, #2118, 1:500).

### Quantitative reverse transcription-polymerase chain reaction

Total RNA from tissue samples was extracted using the RNeasy Mini Kit (Qiagen). Superscript VILO cDNA synthesis kit (Invitrogen) was used to generate cDNA. qRT-PCR was performed on QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific) using Thunderbird SYBR qPCR Mix (Toyobo). The specific primers are listed in Supplementary Table 1. Relative expression levels of target genes were calculated using the comparative CT method. Each sample was run in duplicate, and the results were systematically normalized using glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) for experiments using cultured cells or β-2 microglobulin (*B2m*) for experiments using mouse tissues.

### Bulk RNA-seq data processing

Outer tissues surrounding the FAs 48 h after injury or sham operation (*n* = 2 for each group) were collected. Total RNA (480 ng) from each sample was used to generate RNA-seq libraries using TruSeq Stranded mRNA Library Prep kit (llumina). 150 bp paired-end sequencing reads were obtained using Illumina HiSeq 2500 platform. The Fastq sequences were initially checked for quality through the FastQC program v0.11.8. Adaptor sequences were removed by Cutadapt v1.18. Sequencing reads from RNA-seq libraries were then trimmed using Trimmomatic v0.39, where reads with alignment quality < Q33 were discarded, and aligned to the mouse reference genome (mm9) using STAR aligner v2.6.0a^71^. RSubread-2.0.1-FeatureCounts software for quantification and DESeq2 v.1.28.0 software^72^ for differential analysis were used on R v.3.6.0.

### Single-cell RNA-seq data analysis

scRNA-seq data from publicly available datasets of mouse inguinal white adipose tissue (iWAT) nuclei treated with CL316243 (1 mg/kg/day for four days) or cold stimulation (4 °C for four days) (GSE 133486) were used. Among the original database that contains two types of scRNA-seq data (Adipo^Cre-^;*Il10ra*^flox/flox^ mice and Adipo^Cre+^;*Il10ra*^flox/flox^ mice)^36^, the data from Adipo^Cre-^;*Il10ra*^flox/flox^ mice were used for the present analysis. The standard Seurat (V.4.0.1) for R (V.4.0.2) protocol (“FindIntegrationAnchors” and “IntegrateData”) was used for the integration^73^. To observe the effects of CL316243 treatment, an alternative integration step was performed with Harmony (V.0.1)^74^. All sequenced cells were projected onto two dimensions using UMAP on R v.4.0.2. The optimal number of principal components used for UMAP dimensionality reduction was determined using the Jackstraw permutation approach and a grid-search of the parameters. Cells were divided into several clusters and color-coded according to cell types. Cells were also color-coded for the treatment group (CL316243 or cold stimulation) (pink) or control (turquoise). Marker genes were searched using the FindMarkers function in Seurat. Gene Ontology analysis was performed using Database for Annotation, Visualization, and Integrated Discovery ver. 6.8 (DAVID 6.8)^75^. Furthermore, the gene signature from the scRNA-seq data was used to deconvolute public bulk RNA-seq data to confirm the validity of the cell type clustering performed in this scRNA-seq re-analysis. We confirmed that the beige adipocytes also exist in iWAT treated with CL316243 in another public bulk RNA-seq study (GSE129083)^37^ using MuSiC, a method for predicting cell abundance based on single-cell data^76^.

### Fluorescence-activated cell sorting analysis

After the isolation of stromal vascular fraction of PVAT, cells were suspended in PBS containing 5% FBS. Zombie NIR Fixable Viability Kit (BioLegend) was used to label dead cells according to the manufacturer’s instructions. Nonspecific binding of the antibodies to Fc receptors was blocked by using Mouse Fc receptor-blocking agent (BioLegend). Cells were incubated at room temperature 30 mins with FITC anti-mouse CD45 Antibody (BioLegend, #103107, 1:50), PE/Cyanine7 anti-mouse F4/80 antibody (BioLegend, #123113, 1:50), PE anti-mouse CD11b antibody (BioLegend, #101207, 1:50), APC anti-mouse CD206 antibody (BioLegend, #141707, 1:50)‚ and Brilliant Violet 421 anti-mouse CD11c antibody (BioLegend, #117329, 1:50), then centrifuged and fixed with PBS containing 2% PFA. Cells were analyzed using a FACSMelody cell sorter (BD Biosciences). For the analysis of flow cytometry data, CD45^+^, CD11b^+^, and F4/80^+^ cells were defined as macrophages, which could be further differentiated into classically (M1; defined as CD11c^+^, CD206^−^) and alternatively activated (M2; defined as CD11c^−^, CD206^+^) macrophages^77^. Data analyses were performed using FlowJo software (Tree Star).

### Statistics and reproducibility

Data were presented as means ± standard error of mean (SEM). All statistics are described in figure legends. In general, comparisons between two groups were performed using the two-tailed Student’s *t* test or Mann–Whitney *U*-test, and multiple group comparisons were performed by one-way ANOVA followed by Tukey–Kramer post-hoc test. Survival curves were created using the Kaplan–Meier method and compared by a log-rank test. All statistical analyses were performed using the Prism software (GraphPad). *P*-values of <0.05 were considered statistically significant.

### Human studies

Pathological records were reviewed, and formalin-fixed paraffin-embedded descending aorta tissues were obtained from the archives of the Department of Pathology, The University of Tokyo Hospital. The aortic specimens of AAD were obtained by the autopsy of six patients who died of AAD, five males and one female, aged between 45 and 84 years; four of these patients had hypertension, one patient had suffered from a previous stroke, and three had a smoking history. The aortic specimens of controls were autopsy specimens from five patients who died of non-aortic causes, four males and one female, aged between 44 and 78 years; one patient had hypertension, one patient suffered from dyslipidemia, one with chronic kidney disease, one suffered from a previous stroke, and one had a smoking history. Patients with an apparent history of inherited aortic diseases such as Marfan syndrome were not included in the AAD cases and controls. The inclusion and exclusion criteria for patients with AAD were as follows: AAD cases were selected from consecutive pathological autopsies from 2006 to 2017 with a description of aortic dissection as a finding in autopsy report. Controls were selected from consecutive pathological autopsies from 2014 to 2017 with no significant changes in the aortic wall based on the autopsy. The immunostaining using primary antibodies against CD204 (Transgenic, KT022, 1:500) was performed using a Ventana Benchmark automated stainer (Ventana Medical Systems). The study followed the principles outlined in the Declaration of Helsinki. This study was approved by the ethics committee of the University of Tokyo (approval ID-2020019NI), and written informed consent was waived because this is a retrospective study using existing tissue blocks. Instead, we used an opt out approach to provide participants with an informed choice about participation, although no patient in the cohort for screening used the opt out option.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Source data are provided with this paper. The RNA-seq data have been deposited in GSE 206399, GSE133486, and GSE129083. The information of mouse genome (mm9) is available on UCSC Genome Browser (http://genome.ucsc.edu). The authors declare that all data are available in the article file and Supplementary information files, or available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Beiging of perivascular adipose tissue regulates its inflammation and vascular remodeling
**Source:** Nat Commun. 2022 Sep 7;13:5117. doi: 10.1038/s41467-022-32658-6
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

Beiging of perivascular adipose tissue regulates  
its inflammation and vascular remodeling

Adachi Y., *et al*

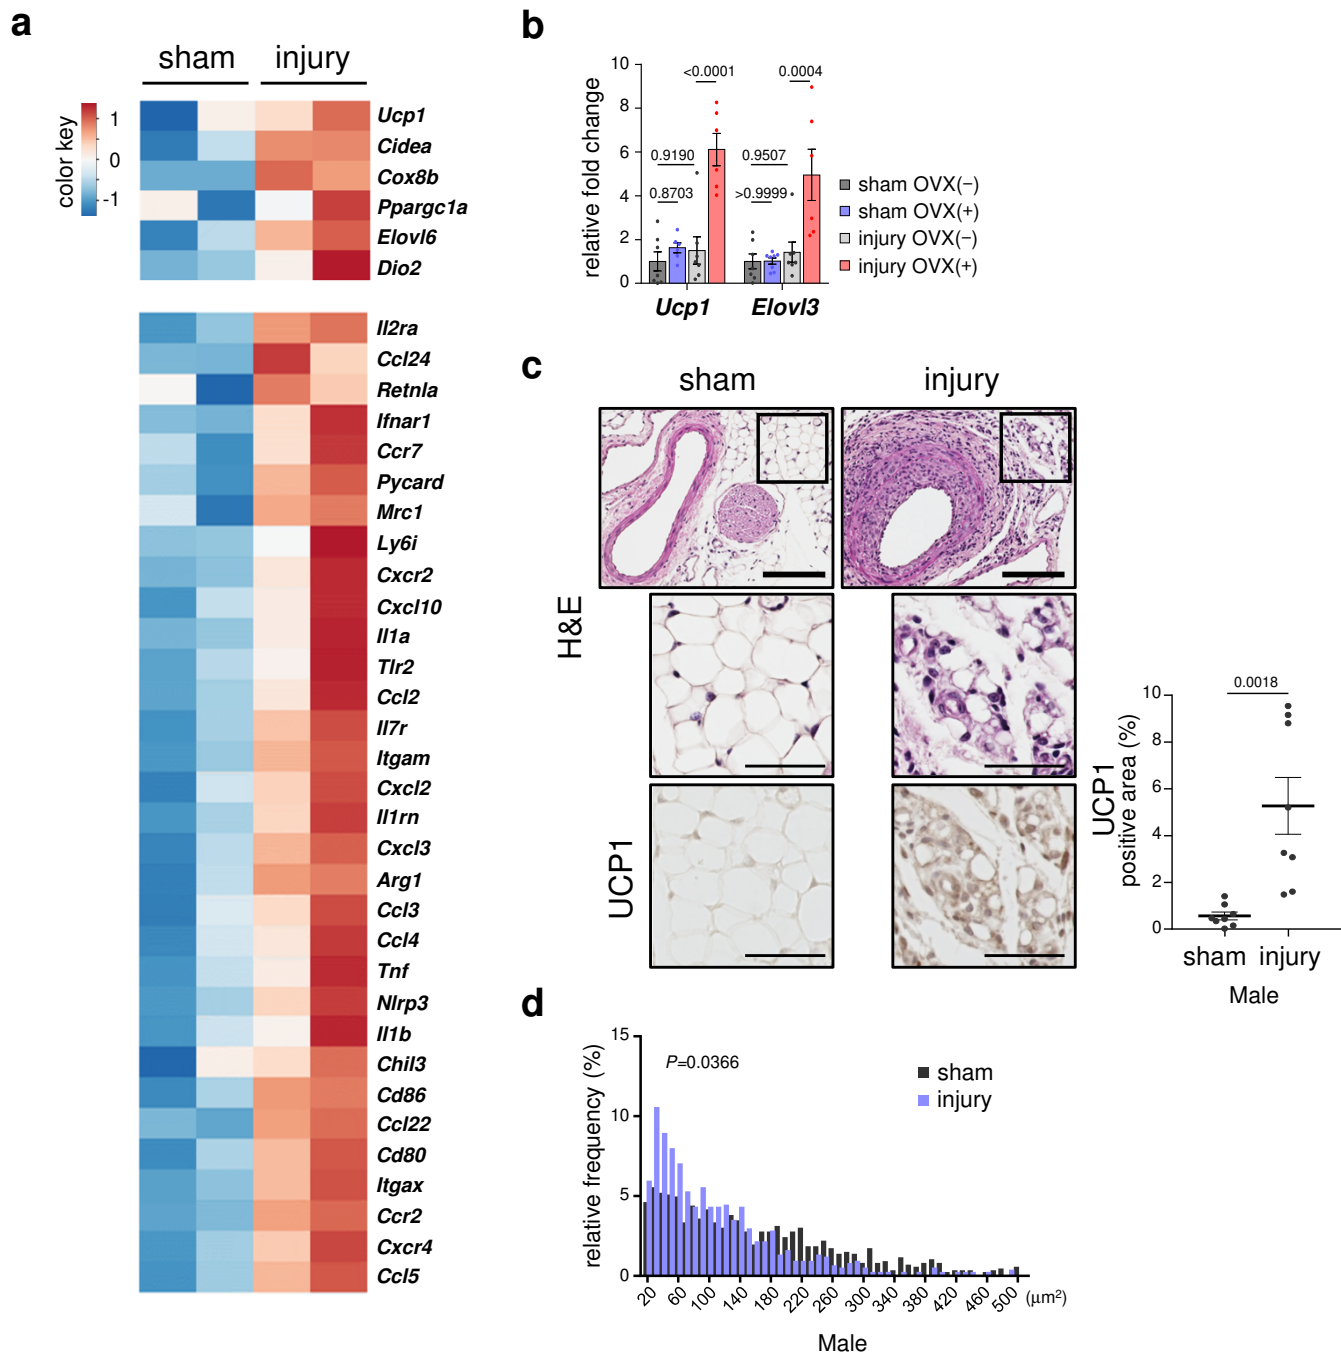

### Supplementary Fig. 1 | PVAT inflammation and beiging after endovascular injury.

(a) Heat map of results of RNA sequencing analysis showing the upregulated expression of brown adipose tissue (BAT)/beige marker genes (top) and genes encoding immune cell markers and inflammatory cytokines (bottom) in perivascular adipose tissue (PVAT) surrounding femoral arteries (FAs) at 48 h after injury as compared with that of sham-operation. (b) Gene expression of BAT/beige markers (*Ucp1* and *Elovl3*) in PVAT 24 h after injury with or without ovariectomy (OVX) (*Ucp1*,  $n = 7, 6, 7, 6$ , respectively; *Elovl3*,  $n = 7, 8, 7, 6$ , respectively, one-way ANOVA followed by Tukey–Kramer post-hoc test). (c) H&E and immunohistochemical staining for UCP1 in injured (14 days after injury) or sham-operated FAs and the outer tissue of wild type male mice. 

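The BAT/beige genes of the heat map include *Elovl6* in the place where the text names *Elovl3*. *Elovl6*, a fatty acid elongase gene on chromosome 3 of mm9 from 129235304 to 129341413, was at 0.62 ± 0.36 deposited units (SD, n = 2) after sham operation and at 1.81 ± 0.23 (SD, n = 2) after injury. Its difference was 1.19 (standard error 0.23, adjusted p = 0.0436 from limma with Benjamini-Hochberg adjustment). Quantile normalization of the 4 columns, chosen after seeing the data, took *Elovl6* above the threshold (adjusted p = 0.0605 from limma). So did the block for the replicate number, set before the data were examined (adjusted p = 0.0612 from limma). The adjusted p-value from limma ranged from 0.0413 to 0.0612 over the alternatives. With *Elovl6*, 3 of the 6 BAT/beige genes of the heat map were called higher over all genes tested, and 4 when adjusted over the list alone, a count that is not taken as independent evidence since the list is shown as genes upregulated in these same libraries. The median difference of the 6 genes was 1.01, and it lay between 0.79 and 1.28 when each library was left out in turn. Among the 32 immune genes, 30 were higher in injury replicate 1 than in injury replicate 2, by a median of 0.66 over the list. In 12 of the 32 genes this gap between the injury libraries was larger than the gap between injury replicate 2 and the higher sham library. For *Tnf* the injury libraries were at 1.72 and 0.05 and the sham libraries at -1.61 and -0.71. For *Cd86* they were at 0.25 and 0.14 after injury and at -1.33 and -0.89 after sham operation. The median difference of the immune genes was 1.21 without injury replicate 1 and 2.27 without injury replicate 2.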

Representative images are shown. Scale bars represent 100  $\mu\text{m}$  (thick bars) and 50  $\mu\text{m}$  (thin bars). The positive area of immunostaining in PVAT was analyzed ( $n = 8$  for each group, unpaired two-tailed Student's *t*-test). (d) Histograms of adipocyte area of sham-operated or injured PVAT (14 days after injury) of wild type male mice. Three images of each biological replicate were analyzed and combined to create the histogram. The size distribution between each group was compared using Kolmogorov–Smirnov test. Each bin was normalized to a percent of the total count for that individual tissue. Adipocytes of the bin size in the range of 20–500  $\mu\text{m}^2$  were included for the analysis. Data represent mean  $\pm$  SEM. Source data are provided as a Source Data file.

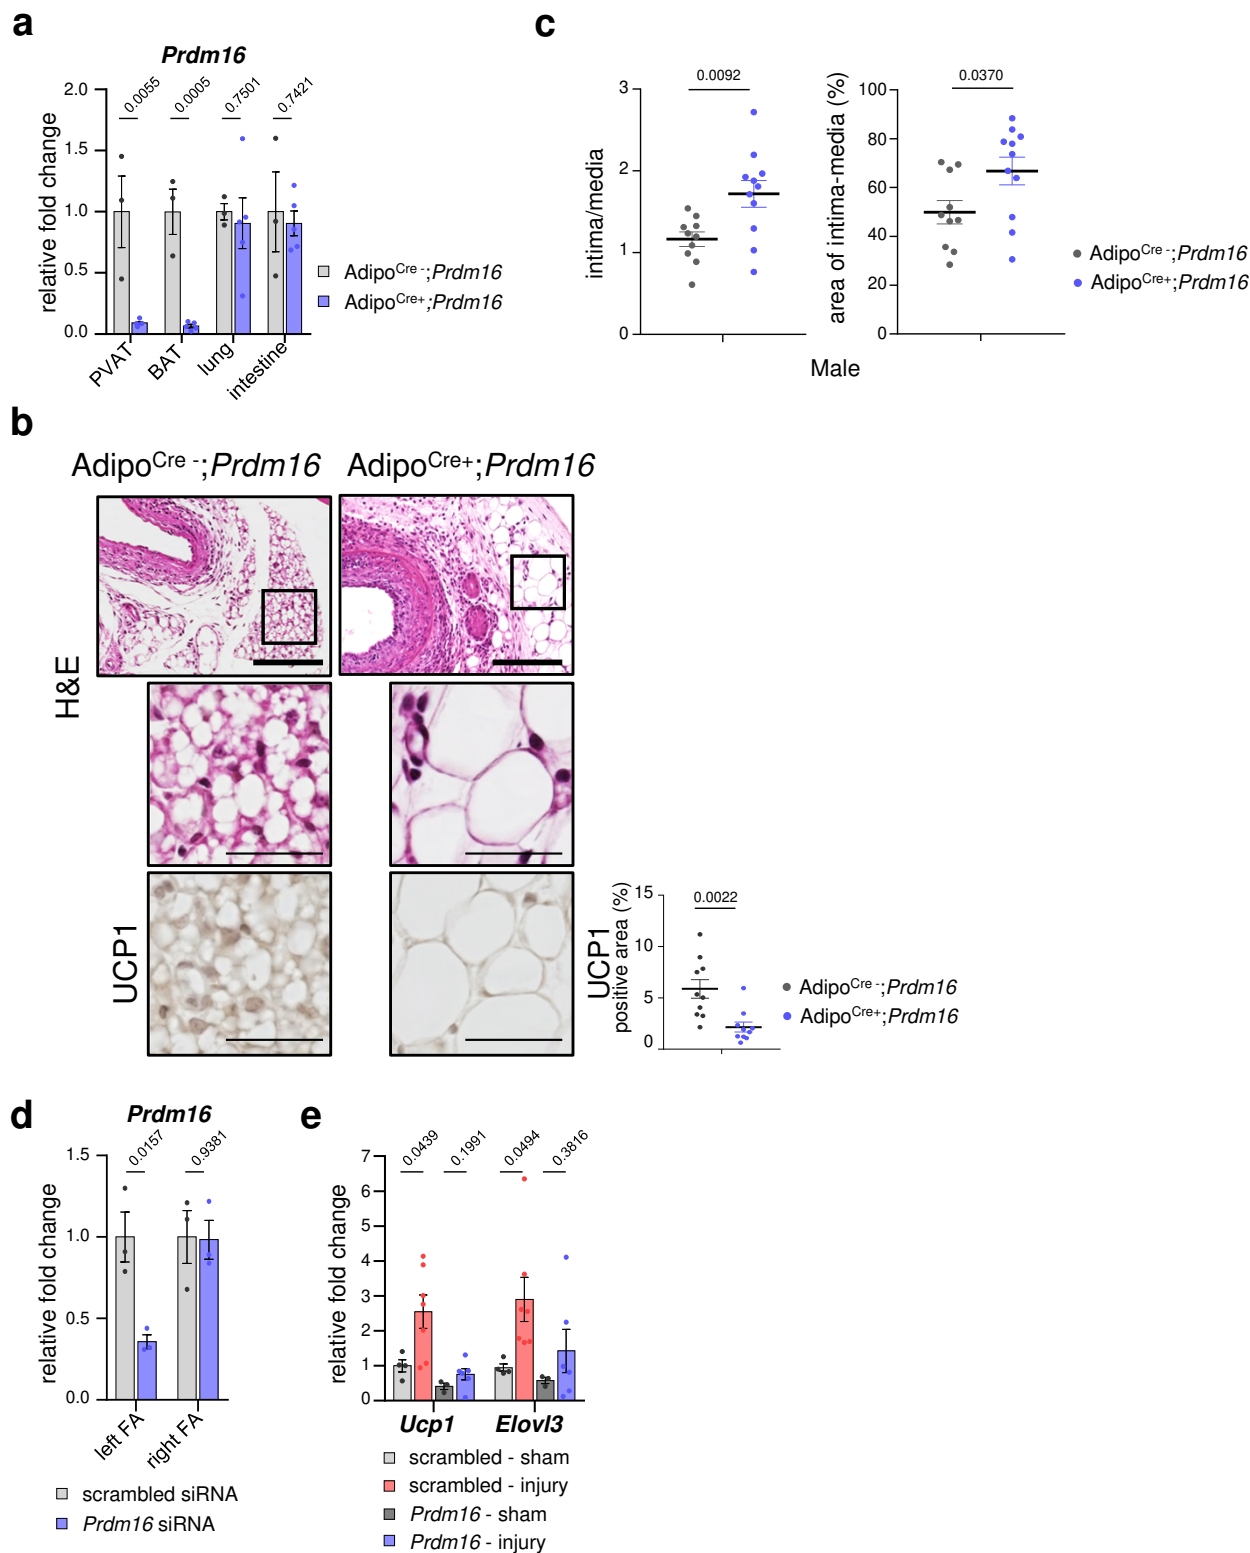

### Supplementary Fig. 2 | Inhibition of PVAT beiging exacerbates vascular inflammation and remodeling.

(a) *Prdm16* expression in various tissues of Adipo<sup>Cre+/+</sup>;Prdm16 mice compared with Adipo<sup>Cre-/-</sup>;Prdm16 control littermates (Adipo<sup>Cre-/-</sup>;Prdm16, n = 3; Adipo<sup>Cre+/+</sup>;Prdm16, n = 5, two-tailed *t*-tests with Holm-Sidak's correction for multiple comparisons). (b) H&E and immunohistochemical staining for UCP1 in FAs 14 days after injury in Adipo<sup>Cre+/+</sup>;Prdm16 mice compared with that in Adipo<sup>Cre-/-</sup>;Prdm16 control littermates. Representative images are shown. Scale bars represent 100  $\mu$ m (thick bars) and 50  $\mu$ m (thin bars). The positive area of immunostaining in PVAT was analyzed (n = 10 for each group, unpaired two-tailed Student's *t*-test). (c) The ratio of intima to media area (intima/media) and the % intima-media area in the region surrounded by the external elastic lamina (area of intima-media) 14 days after vascular injury in Adipo<sup>Cre+/+</sup>;Prdm16 and Adipo<sup>Cre-/-</sup>;Prdm16 (control) male mice were analyzed (Adipo<sup>Cre-/-</sup>;Prdm16, n = 10; Adipo<sup>Cre+/+</sup>;Prdm16, n = 11, unpaired two-tailed Student's *t*-test). (d) *Prdm16* expression in PVAT. siRNA of *Prdm16* or negative control (scrambled) was delivered to left FAs, and outer tissues surrounding FA were harvested from both sides of FA 48 h after delivery. Outer tissues surrounding right FAs were used as untreated controls (n=3 for each group, two-tailed *t*-tests with Holm-Sidak's correction for multiple comparisons). (e) Gene expression of BAT/beige adipocyte markers in PVAT 48 h after vascular injury. Vascular injury-induced PVAT beiging was significantly attenuated following *Prdm16* siRNA treatment (scrambled - sham, n = 4; scrambled - injury, n = 7; *Prdm16* - sham, n = 3; *Prdm16* - injury, n = 6, one-way ANOVA followed by Tukey-Kramer post-hoc test). Data represent mean  $\pm$  SEM. Source data are provided as a Source Data file.

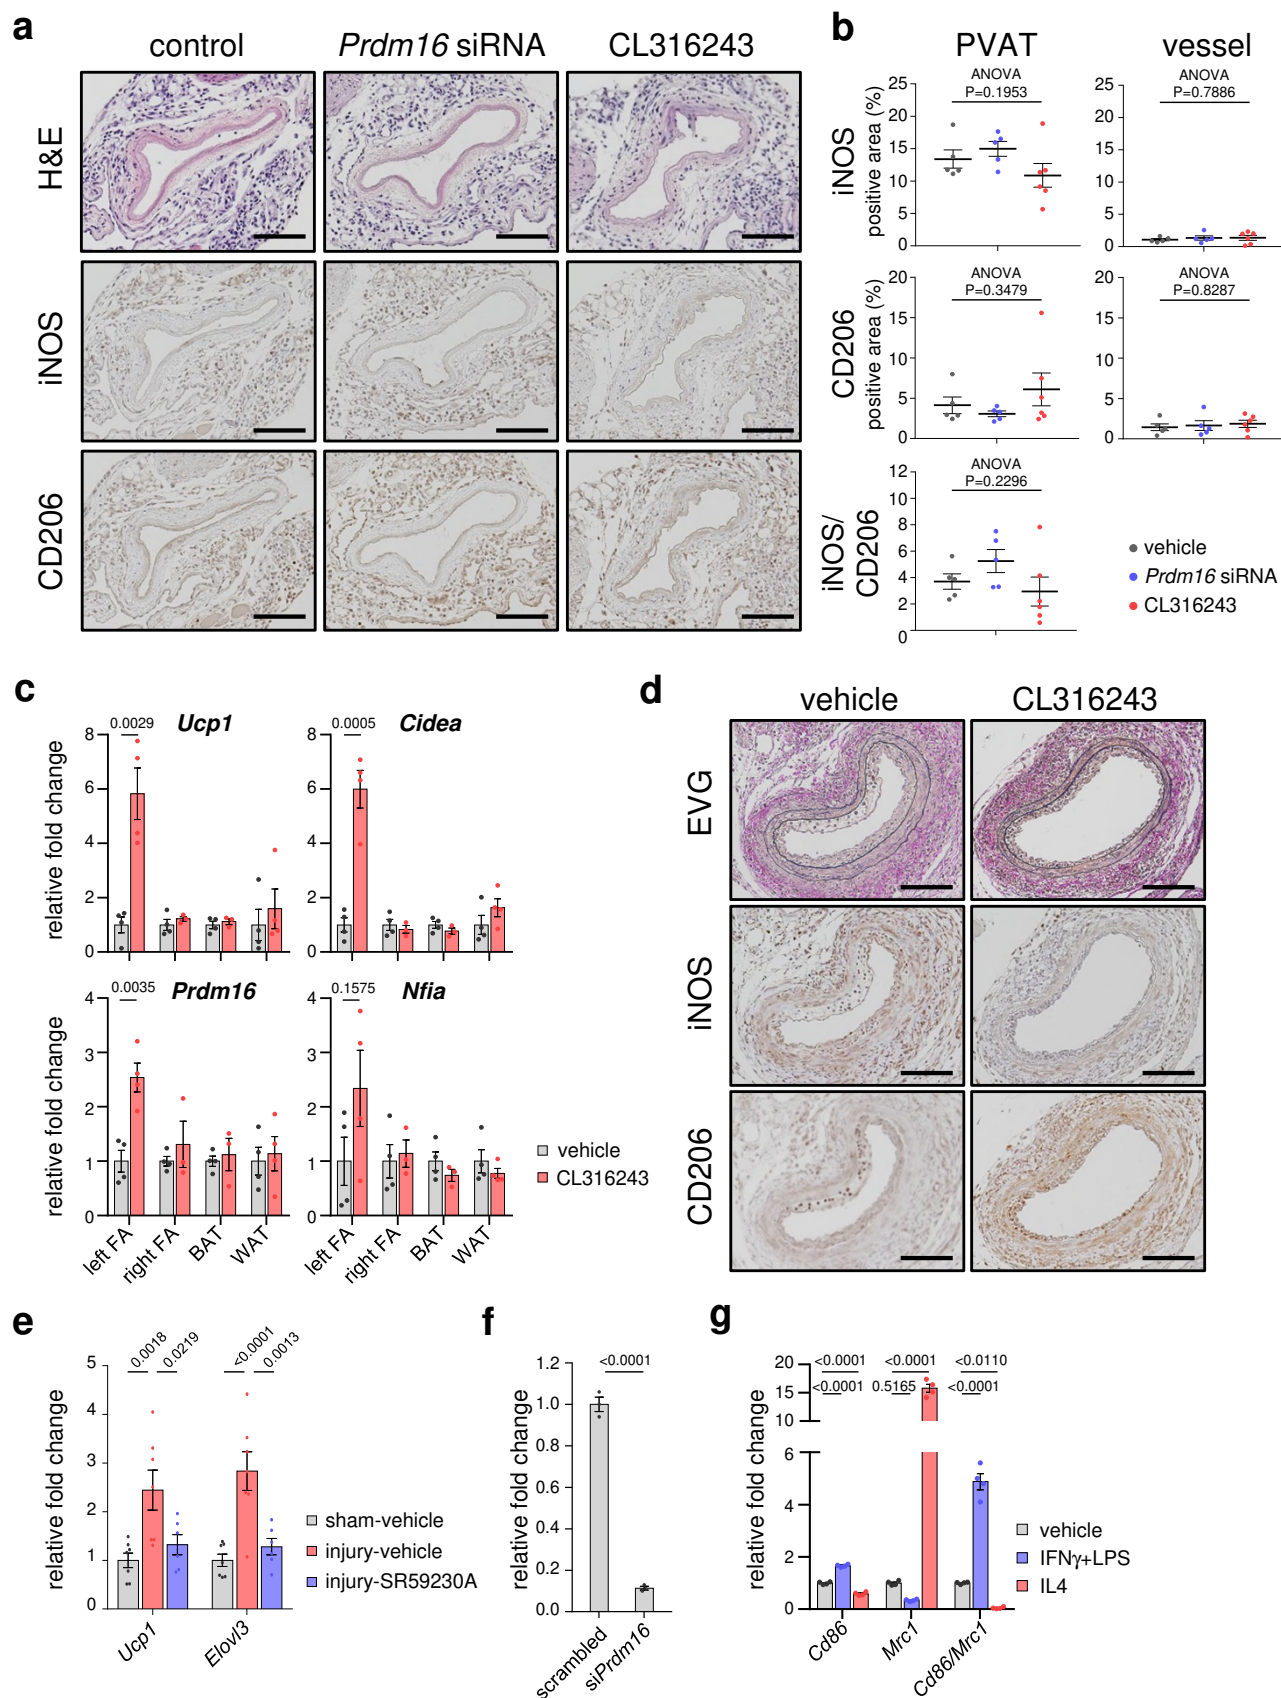

### Supplementary Fig. 3 | Modification of PVAT being alters vascular inflammation and remodeling.

(a) H&E and immunohistochemical staining for iNOS and CD206 in FAs 3 days after injury in wild type mice treated with pluronic gel containing *Prdm16* siRNA or CL316243 applied to the PVAT surrounding the FAs. Scale bars represent 100  $\mu$ m. Images are representative of three independent experiments. (b) The positive area of immunostaining in PVAT or arteries were analyzed (vehicle,  $n = 5$ ; *Prdm16* siRNA,  $n = 5$ ; CL316243,  $n = 6$ , one-way ANOVA followed by Tukey–Kramer post-hoc test). (c) Gene expression of BAT/beige adipocyte markers in various adipose tissues. CL316243 or vehicle control was delivered to left FAs, and outer tissues surrounding FA were harvested from both sides of FA 48 h after delivery. Outer tissues surrounding right FAs were used as untreated controls, and intra-scapular BAT and parametrial WAT were also evaluated (left FA,  $n = 4$ ; right FA,  $n = 3$ ; BAT,  $n = 3$ ; WAT,  $n = 4$ , two-tailed  $t$ -tests with Holm–Sidak’s correction for multiple comparisons). (d) EVG and immunohistochemical staining for iNOS and CD206 in FAs 14 days after injury in wild type mice treated with pluronic gel containing CL316243 or vehicle applied to the PVAT surrounding the FAs. Scale bars represent 100  $\mu$ m. Images are representative of three independent experiments.

**Supplementary Fig. 3** (continued) **(e)** Gene expression levels of BAT/beige markers (*Ucp1* and *Elovl3*) in PVAT at 24 h after injury in wild type mice treated with pluronic gel containing  $\beta$ 3AR antagonist (SR59230A) or vehicle. (sham – vehicle, n = 7; injury – vehicle, n = 7; injury – SR59230A, n = 6, one-way ANOVA followed by Tukey–Kramer post-hoc test). **(f)** qRT-PCR analysis showing *Prdm16* gene expression in PVAT-preadipocytes introduced by scrambled or *Prdm16* siRNAs followed by stimulated with beige differentiation factors for 6 days (n = 3, biological replicates, representative data of three different culture lines are shown, unpaired two-tailed Student's *t*-test). **(g)** Phenotypic changes of macrophages in response to inflammatory stimuli. RAW 264.7 cells were treated with vehicle, IFN $\gamma$  + LPS, or IL4 for 24 h. The results of qRT-PCR for the gene expression levels of macrophage phenotype markers are shown (n = 4 biological replicates, representative data are shown, one-way ANOVA followed by Tukey–Kramer post-hoc test). Data represent mean  $\pm$  SEM. Source data are provided as a Source Data file.

**a**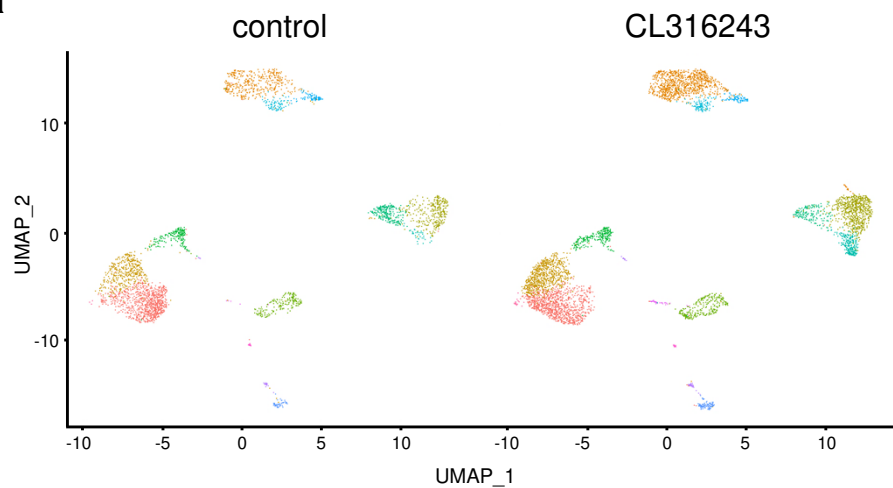**b**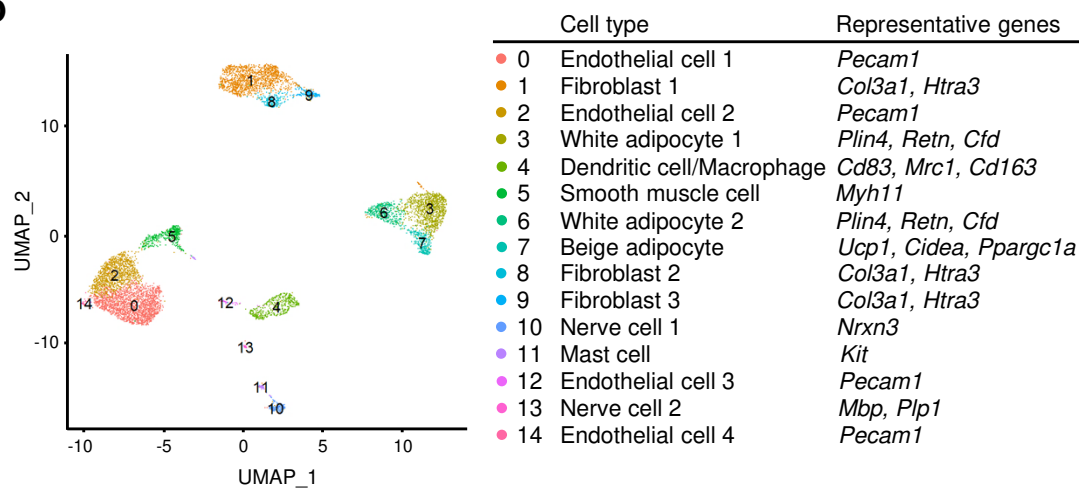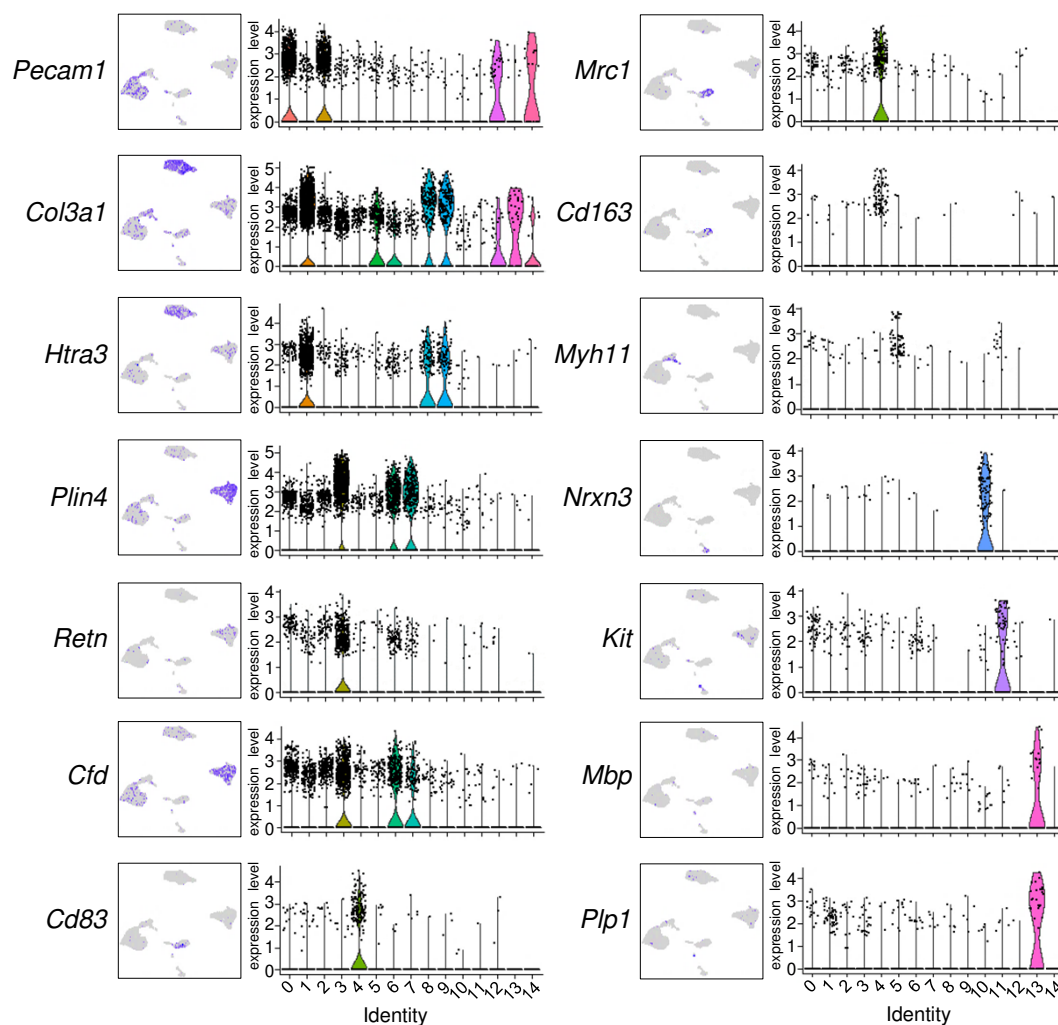

Supplementary Fig. 4

**Supplementary Fig. 4 | Characterization of inguinal WAT cell subtypes treated with CL316243.**

(a) Unbiased clustering analysis by UMAP dimensionality reduction using scRNA-seq data of mouse inguinal WAT treated with CL316243 or control. The integration step was performed with Seurat. Integrated UMAP plot was split by different condition. C7 was predominantly composed of CL316243-treated cells. (b) UMAP visualization and marker-based annotation of cell subtypes. Feature and violin plots of representative genes of each cluster are shown. The plots of *Ucp1*, *Cidea* and *Ppargc1a* are shown in Fig. 4c.

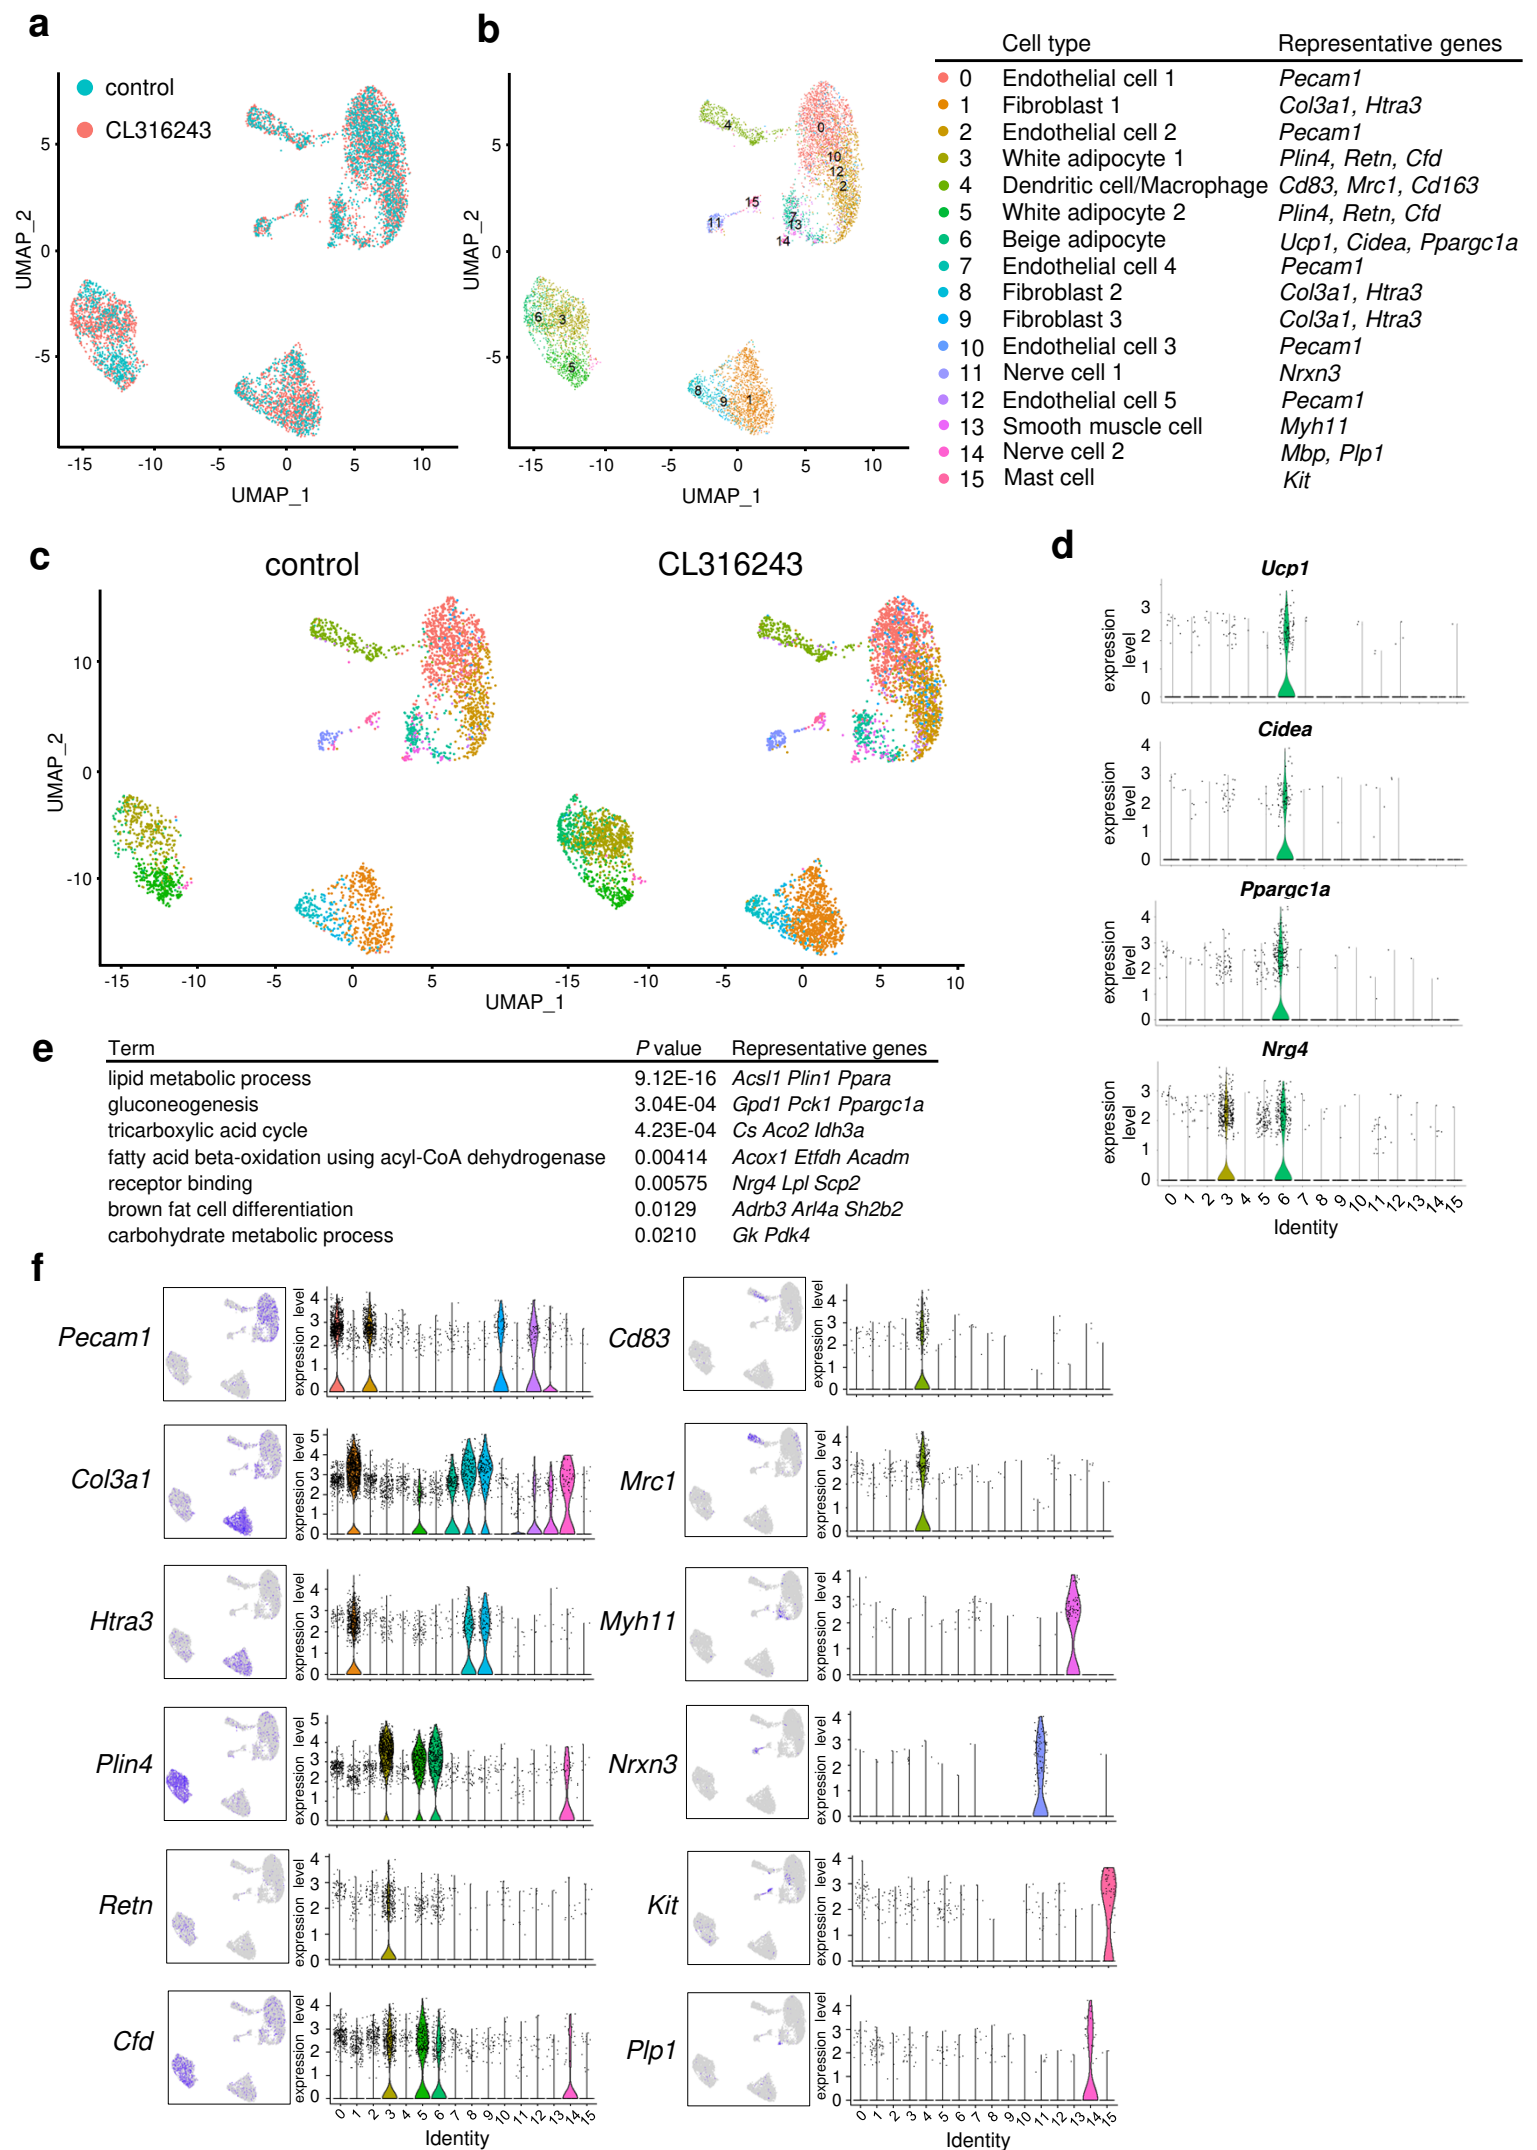

Supplementary Fig. 6

**Supplementary Fig. 6 | Inguinal WAT cells treated with CL316243 show characteristic clusters independent of the means of integration (integrated with Harmony).**

(a–c) Clustering analysis of UMAP dimensionality reduction using scRNA-seq data from publicly available datasets of mouse iWAT treated with CL316243 or control (GSE 133486). The integration step was performed with Harmony. Adipose tissue cells were divided into 16 clusters that were color-coded by cell type (b) and by stimulation (CL316243 treatment [pink] or control [turquoise]) (a). The integrated UMAP plot was split into different conditions. C6 was predominantly composed of CL316243-treated cells (c). (d) Violin plots of representative beige/BAT marker genes and *Nrg4* in each cluster indicated in (b). (e) Gene ontology analysis of the top 100 regulated genes in C6 showing that several biological processes annotated by the genes were significantly changed; *Nrg4* is involved in receptor-binding. *P*-values are determined by Fisher's Exact test. (f) Marker-based annotation of cell subtypes. Feature and violin plots of the representative genes of each cluster are shown.

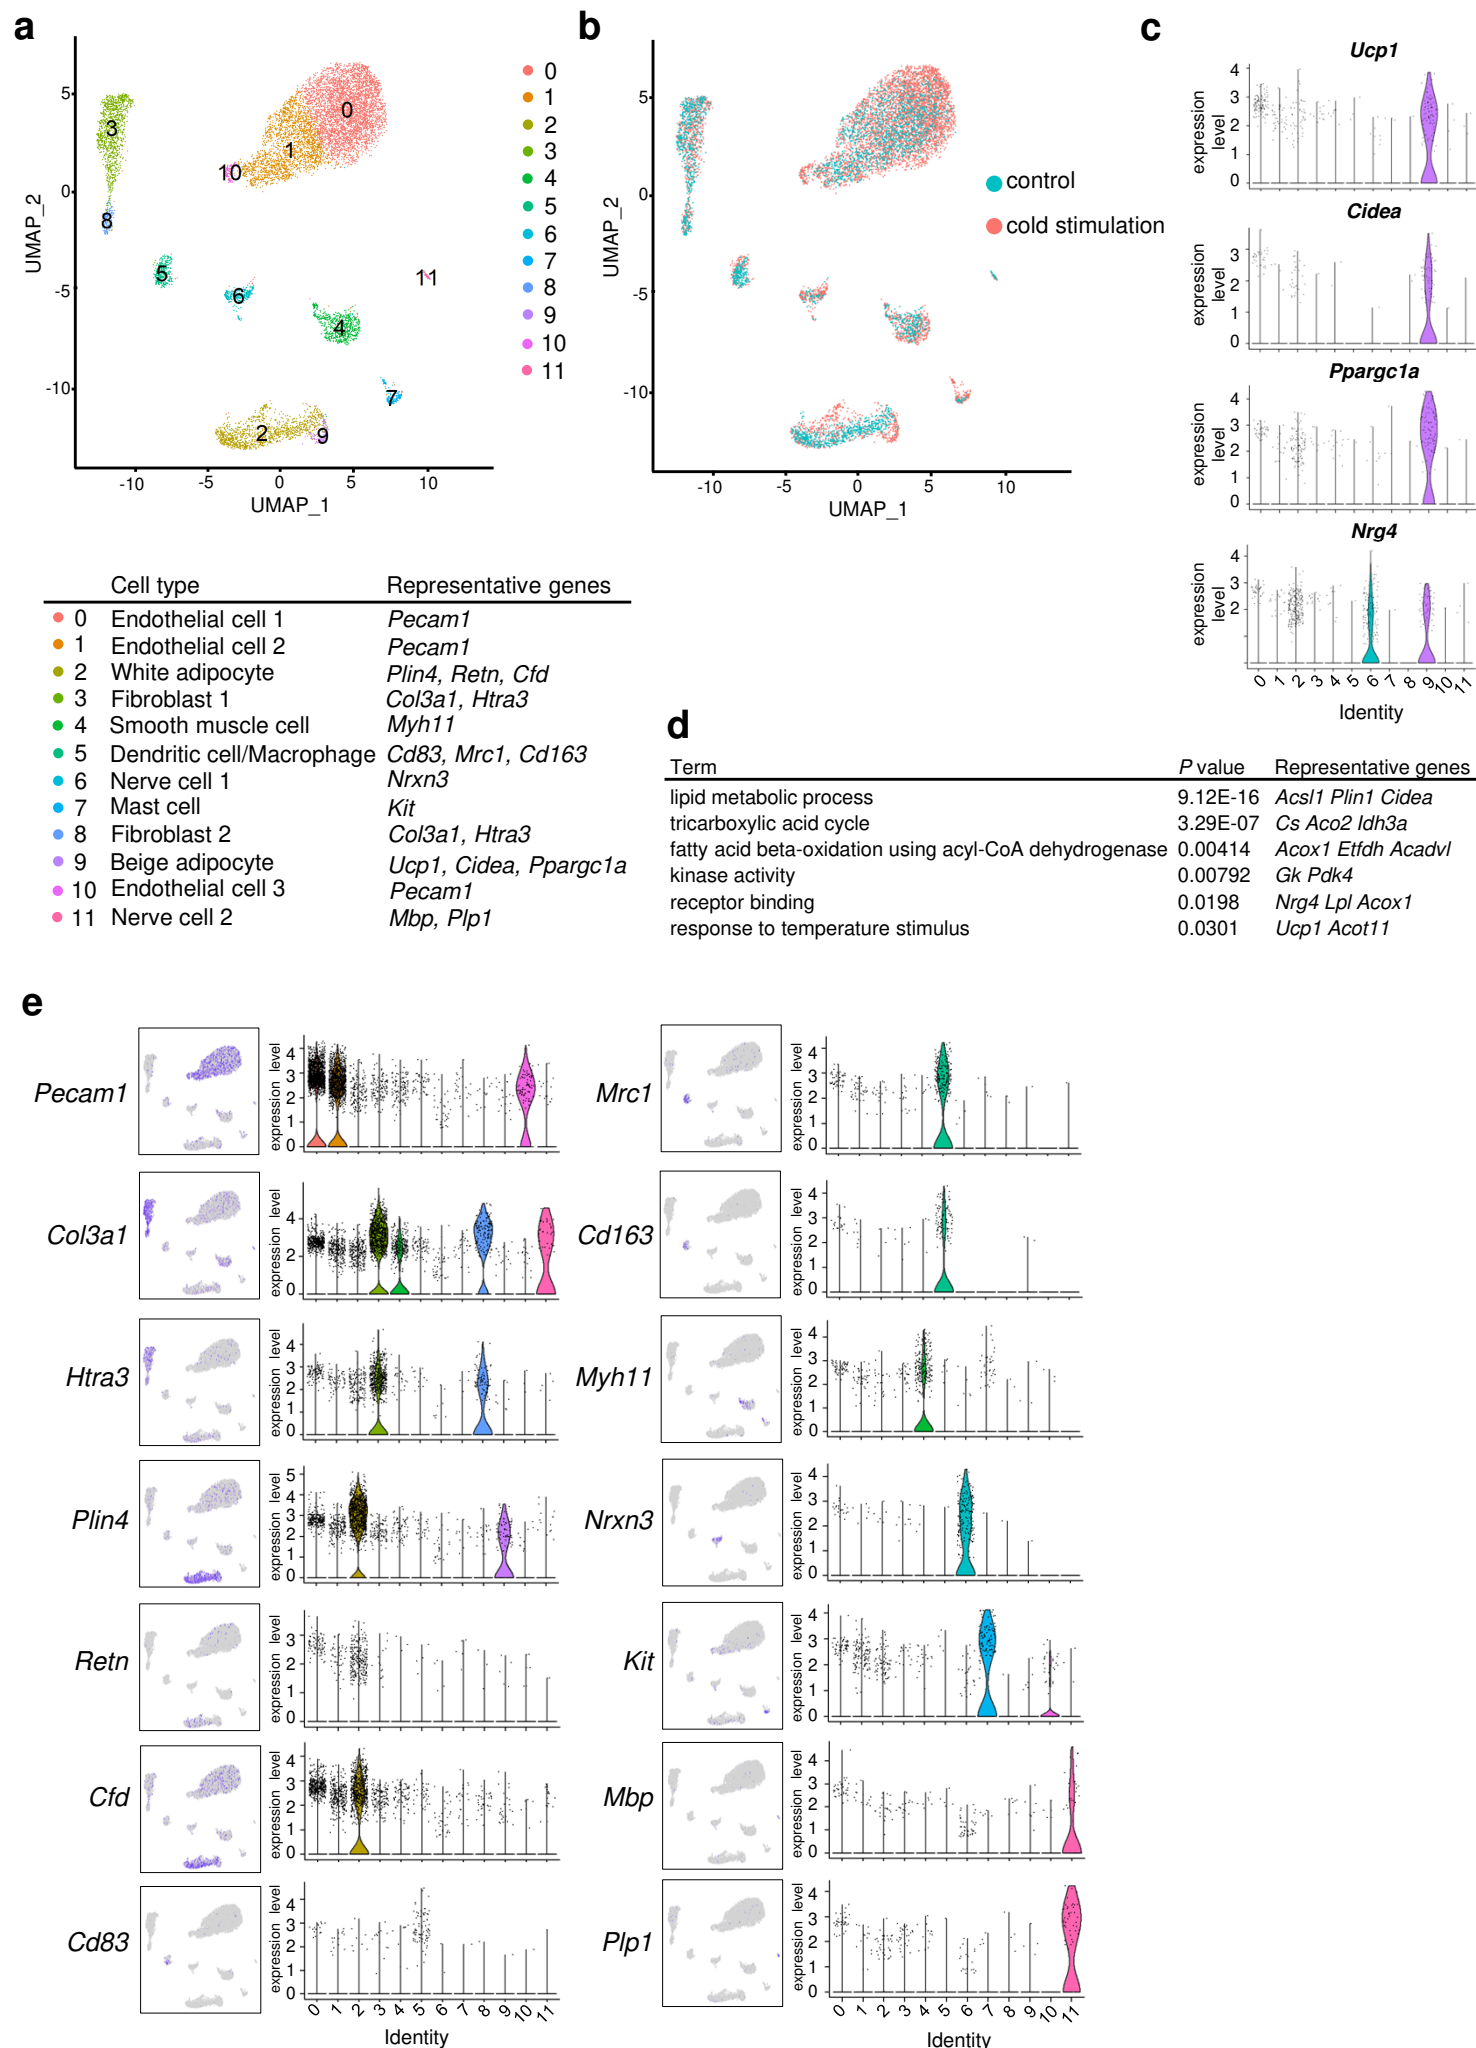

Supplementary Fig. 8

**Supplementary Fig. 8 | Characterization of inguinal WAT cell subtypes treated with cold stimulation.**

(a, b) Clustering analysis of UMAP dimensionality reduction using scRNA-seq data in publicly available datasets of mouse iWAT treated with cold stimulation or control (GSE 133486), which divided adipose tissue cells into 12 clusters that are color-coded by cell type (a) and by stimulation method (cold stimulation [pink] or control [turquoise]) (b). C9 was predominantly composed of cold-stimulated cells. (c) Violin plots of representative beige/BAT marker genes and *Nrg4* in each cluster indicated in (a). (d) Gene ontology analysis for the top 100 regulated genes in C9 showing that several biological processes annotated by the genes were changed significantly. *Nrg4* was listed as a gene involved in receptor-binding. *P*-values are determined by Fisher's Exact test. (e) Feature and violin plots of representative genes of each cluster are shown.

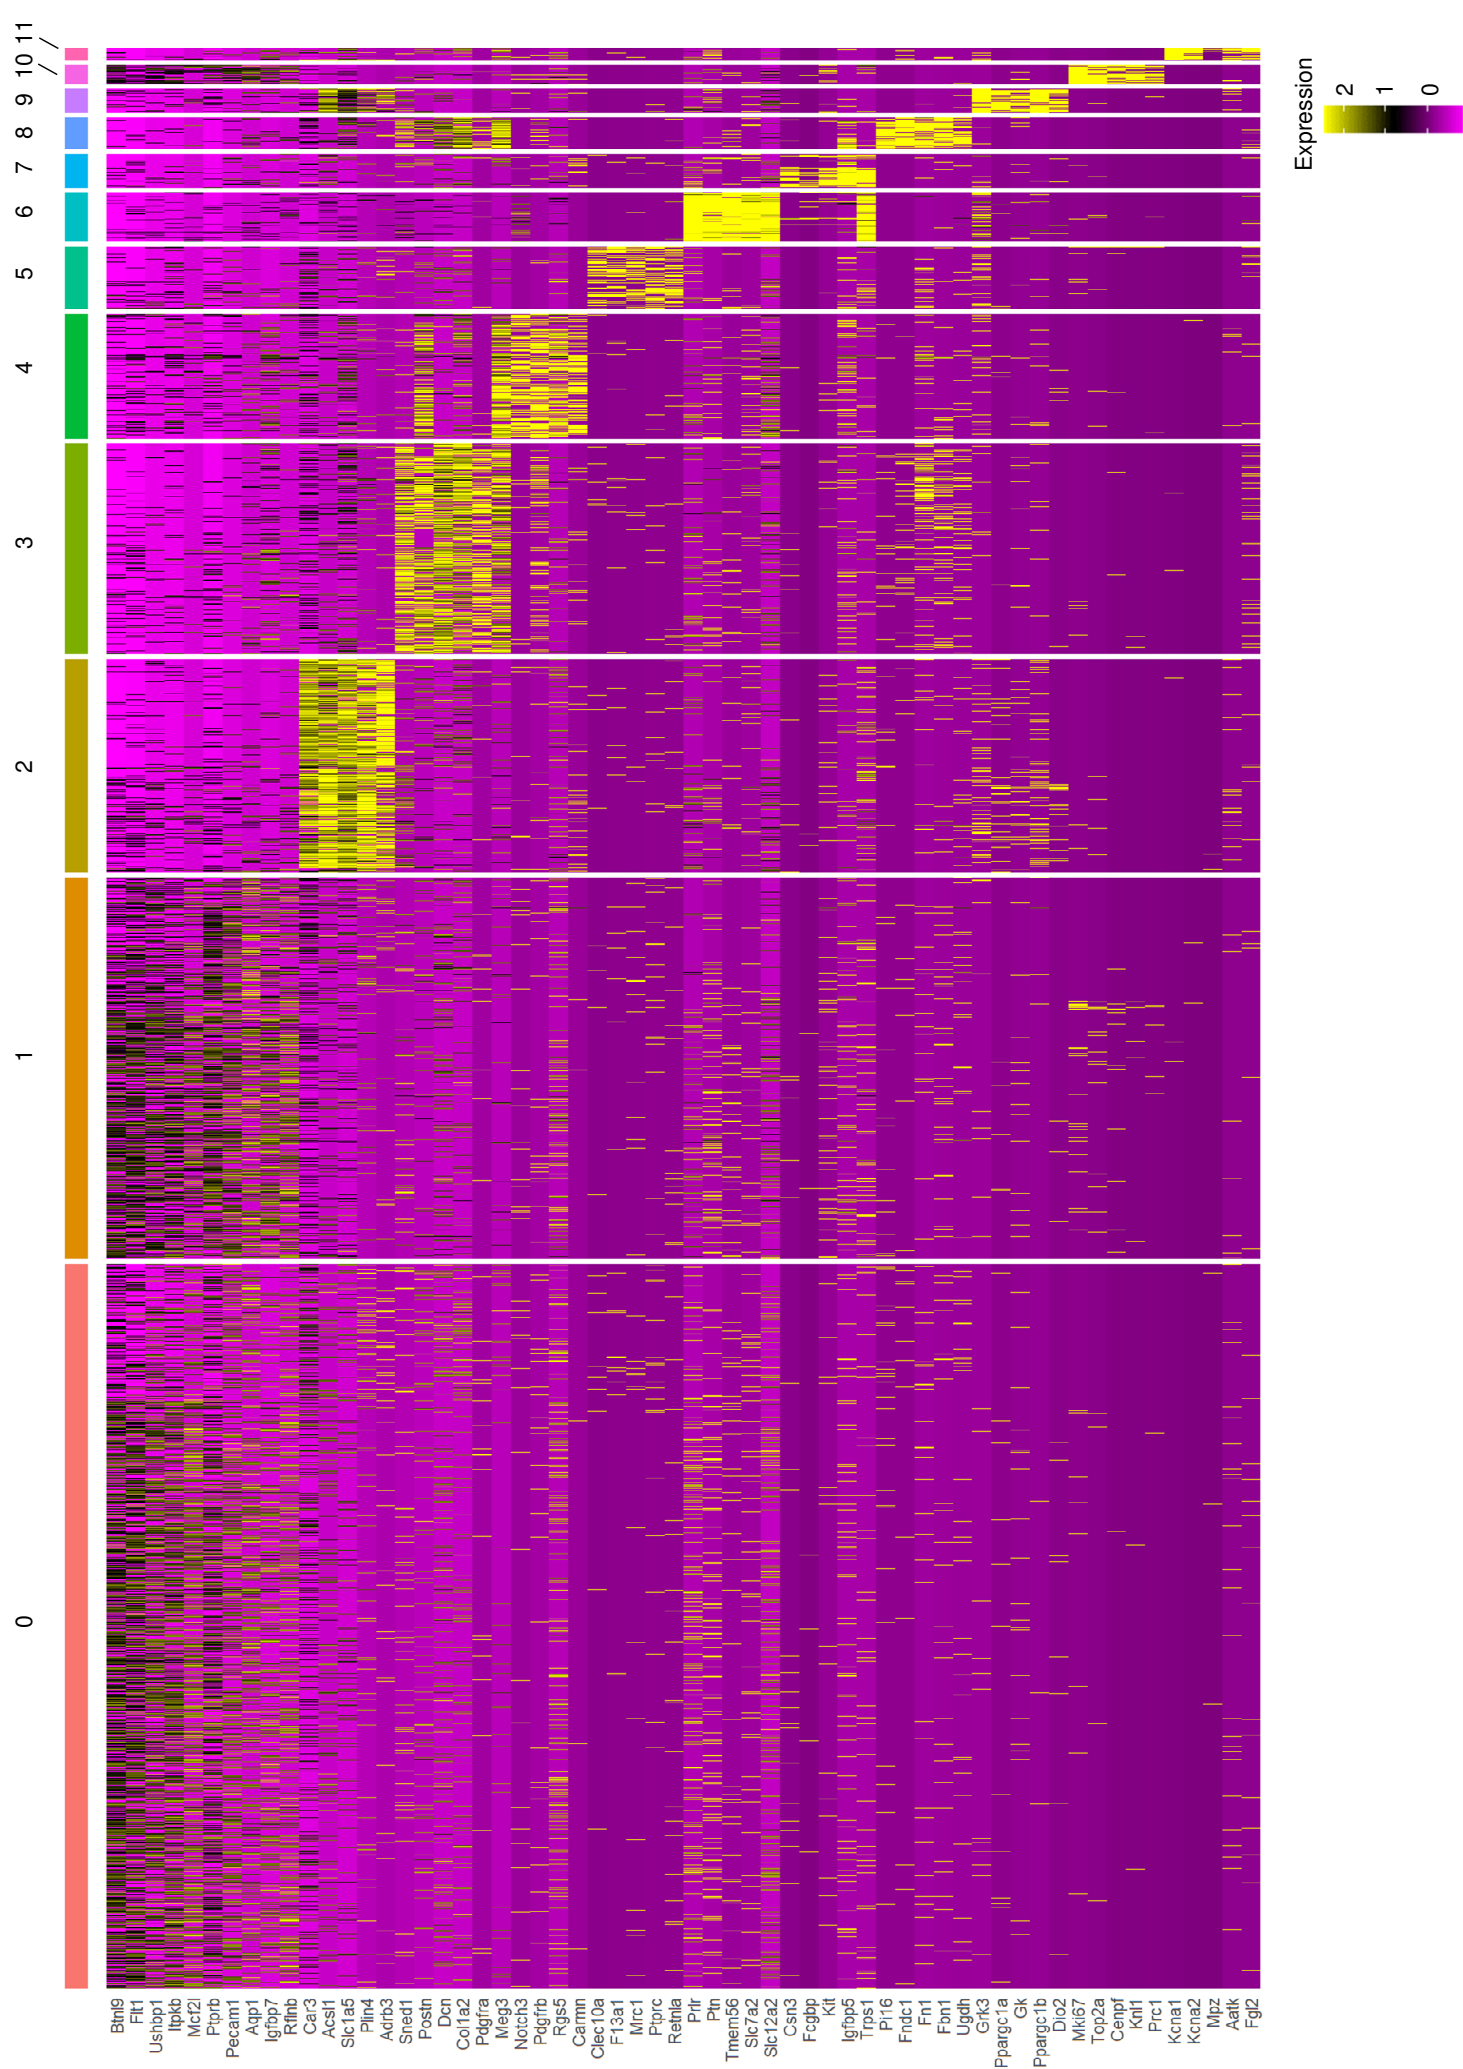

**Supplementary Fig. 9 | scRNA-seq of WAT treated with cold stimulation.**

Heat map of signature genes from scRNA-seq of mouse inguinal WAT treated with cold stimulation or control, characterizing the expression of cell type-defining genes in each cluster. The cells were then divided into 12 clusters.

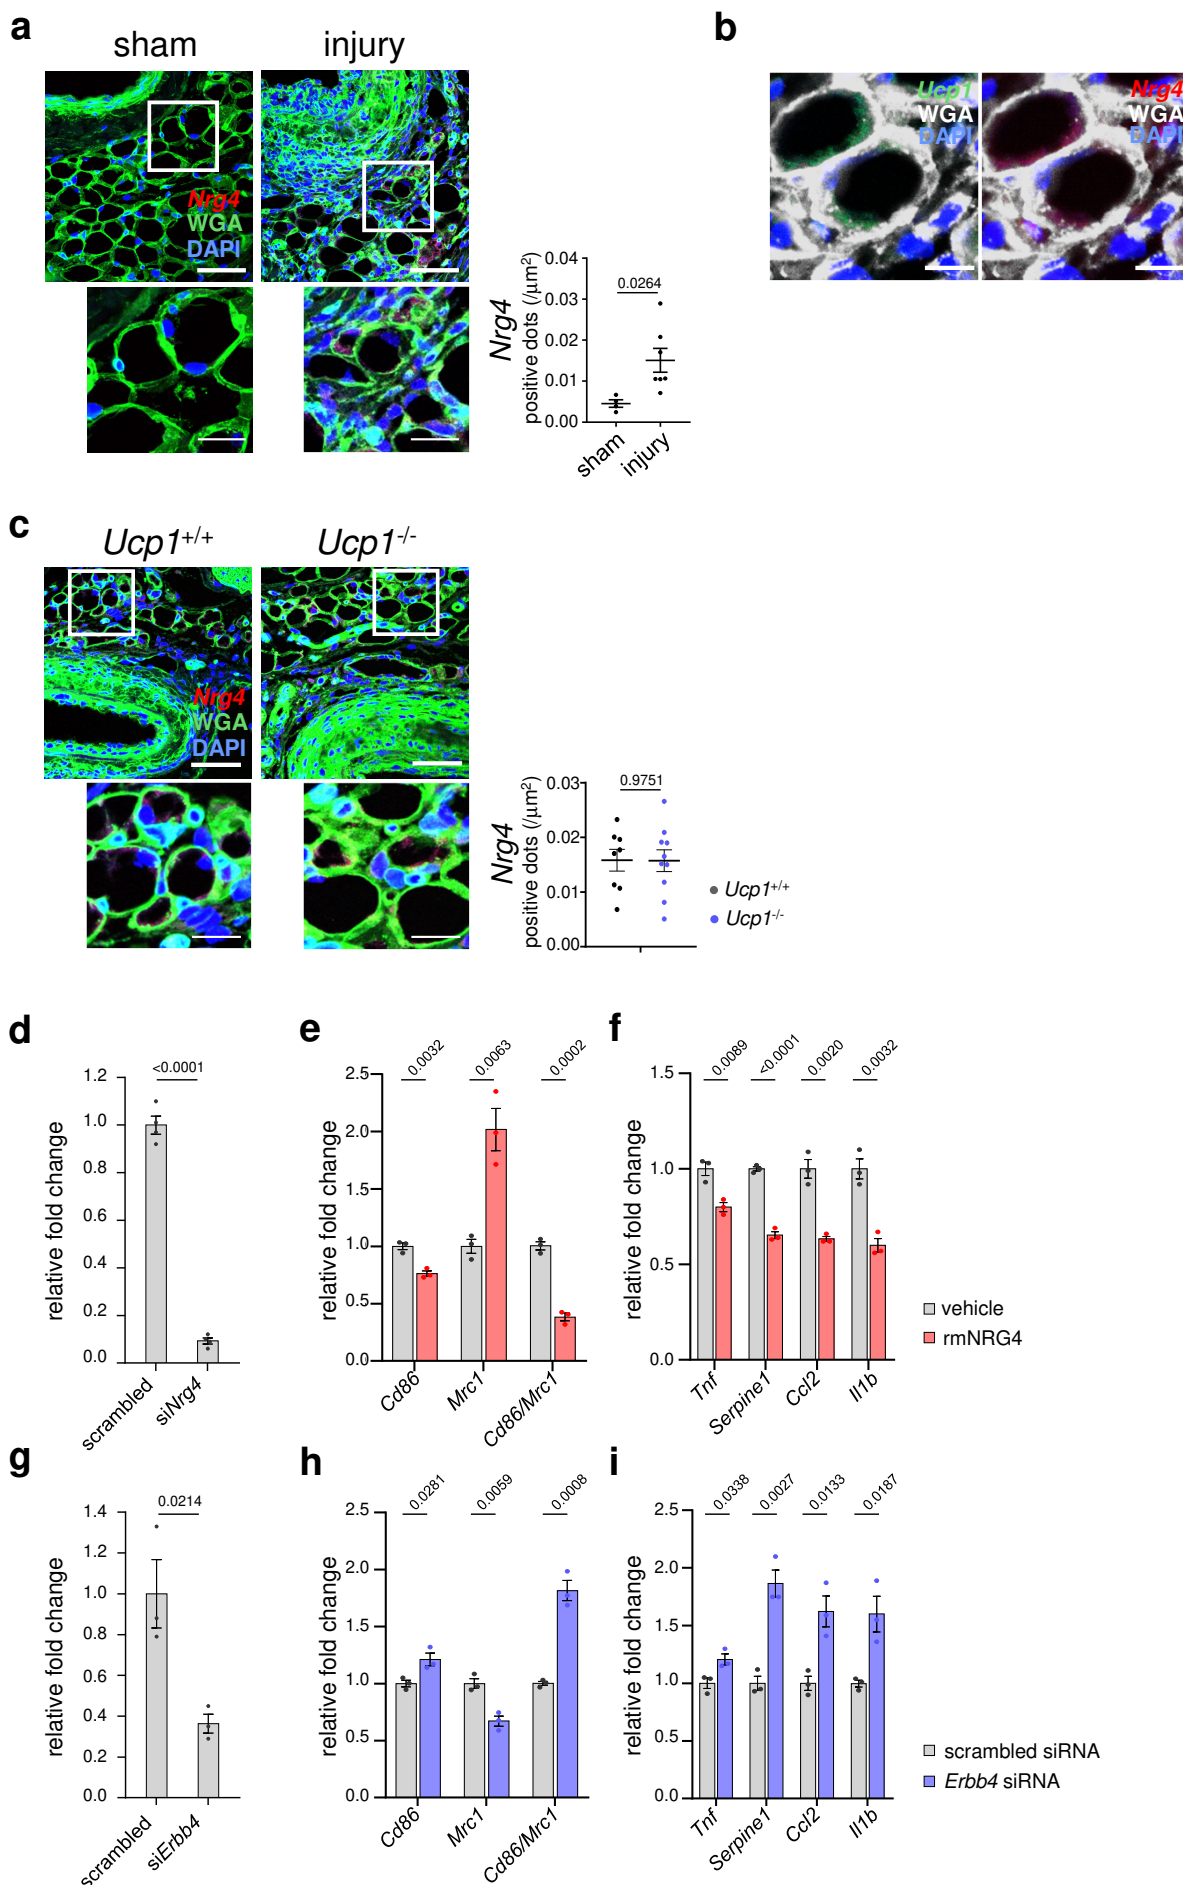

**Supplementary Fig. 10 | Effect of *Nrg4* on the polarization of macrophages and identification of *Nrg4* expression in vivo.**

(a) *In situ* hybridization showing *Nrg4* mRNA expression in PVAT surrounding the injured FAs of wild type mice 14 days after injury compared with sham-operated FAs. Representative images are shown (sham,  $n = 4$ ; injury,  $n = 7$ , unpaired two-tailed Student's  $t$ -test). Scale bars represent 50  $\mu\text{m}$  (thick bars) and 20  $\mu\text{m}$  (thin bars). (b) *In situ* hybridization showing *Ucp1* and *Nrg4* mRNA expression 14 days after vascular injury in wild type mice. Representative images are shown ( $n = 3$  for each group). Scale bars represent 10  $\mu\text{m}$ . (c) *In situ* hybridization showing *Nrg4* mRNA expression 14 days after vascular injury in *Ucp1*<sup>+/+</sup> and *Ucp1*<sup>-/-</sup> mice. Representative images are shown (*Ucp1*<sup>+/+</sup>,  $n = 8$ ; *Ucp1*<sup>-/-</sup>,  $n = 10$ , unpaired two-tailed Student's  $t$ -test). Scale bars represent 50  $\mu\text{m}$  (thick bars) and 20  $\mu\text{m}$  (thin bars).

**Supplementary Fig. 10** (continued) **(d)** qRT-PCR analysis showing *Nrg4* gene expression in PVAT-preadipocytes introduced by scrambled or *Nrg4* siRNAs followed by stimulated with beige differentiation factors for 6 days (n = 4, biological replicates, representative data of three different culture lines are shown, unpaired two-tailed Student's *t*-test). **(e, f)** RAW 264.7 cells were pre-treated with IFN $\gamma$  and LPS for 24 h and treated with recombinant murine (rm) NRG4 (100 ng/ml), and mRNA was extracted 48 h after treatment. Results of qRT-PCR analyses of the gene expression levels of macrophage phenotype markers **(e)** and inflammatory cytokines **(f)** are shown (n = 3, biological replicates, representative data of three different culture lines are shown, two-tailed *t*-tests with Holm-Sidak's correction for multiple comparisons). **(g)** qRT-PCR analysis showing *ErbB4* gene expression in PVAT-preadipocytes introduced by scrambled or *ErbB4* siRNAs followed by stimulated with beige differentiation factors for 6 days (n = 3, biological replicates, representative data of three different culture lines are shown, unpaired two-tailed Student's *t*-test). **(h, i)** PVAT-preadipocytes were introduced by siRNA of *ErbB4* or scrambled and stimulated with beige differentiation factors. Culture media conditioned by these cells were added to RAW 264.7 cells and mRNA was extracted 48 h after treatment. Results of qRT-PCR analyses of the gene expression levels of macrophage phenotype markers **(h)** and inflammatory cytokines **(i)** are shown (n = 3, biological replicates, representative data of three different culture lines are shown, two-tailed *t*-tests with Holm-Sidak's correction for multiple comparisons). Data represent mean  $\pm$  SEM. Source data are provided as a Source Data file.

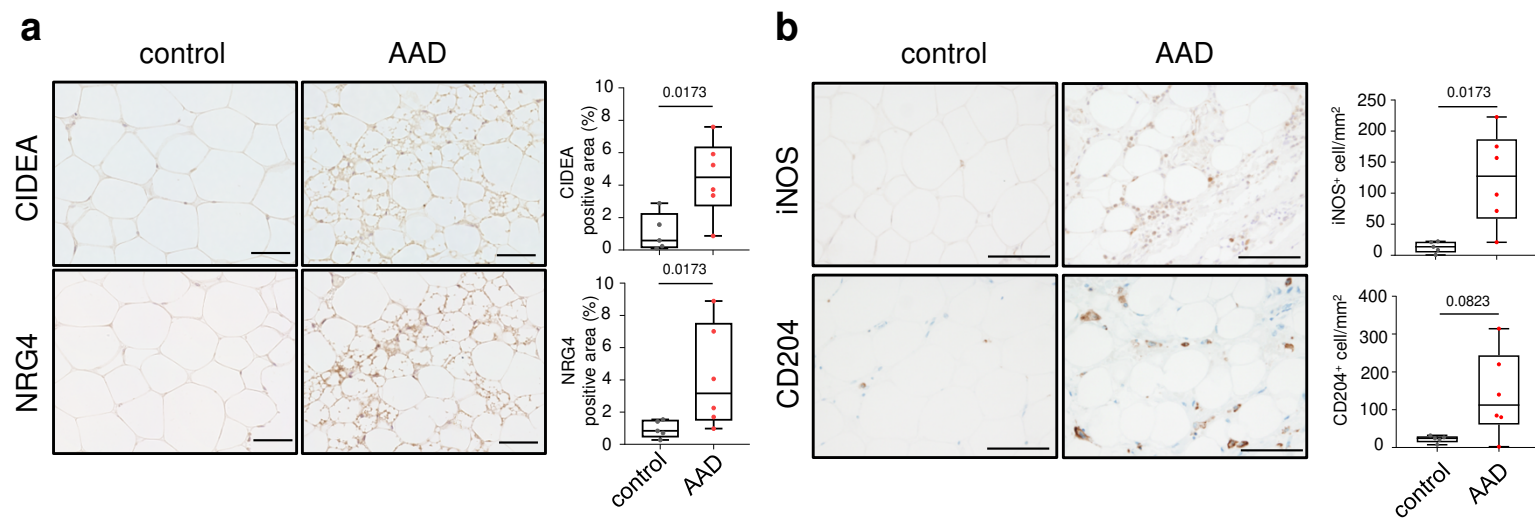

**Supplementary Fig. 11 | Immunohistochemical staining of PVAT in human aorta with acute dissection.**

**(a)** Immunohistochemical staining for CIDEA (top) and NRG4 (bottom) was performed in the aortic PVAT of patients with or without AAD. Representative images are shown. Scale bars represent 100 µm. The % of CIDEA<sup>+</sup> and NRG4<sup>+</sup> areas in the PVAT from patients with or without AAD were analyzed (control, n = 5; AAD, n = 6, two-sided Mann–Whitney U-test). **(b)** Immunohistochemical staining for iNOS (top; M1 marker) and CD204 (bottom; M2 marker) was performed in the aortic PVAT of patients with or without AAD. Representative images are shown. Scale bars represent 100 µm. The numbers of iNOS<sup>+</sup> and CD204<sup>+</sup> cells in the PVAT from patients with or without AAD were analyzed (control, n = 5; AAD, n = 6, two-sided Mann–Whitney U-test). Box plots denote the median, 25–75th percentiles, and minimum and maximum values. Source data are provided as a Source Data file.

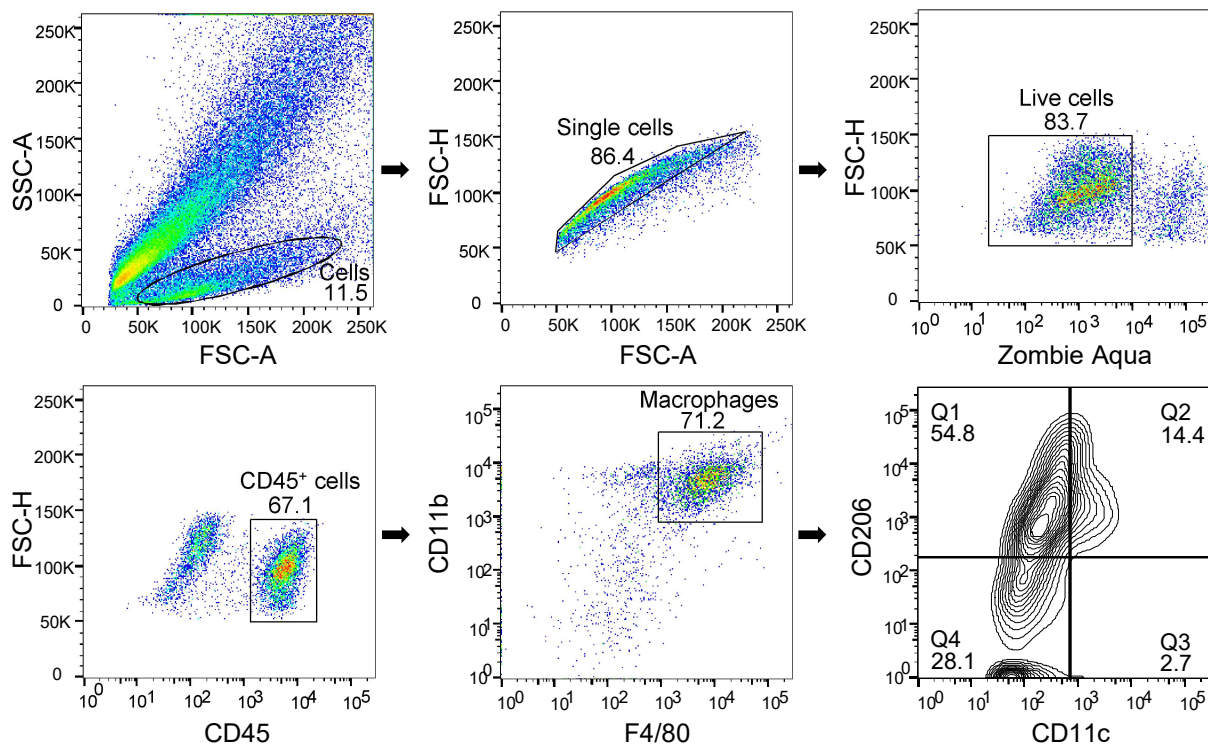

**Supplementary Fig. 12 | PVAT macrophage switching in AAD murine model treated with CL316243.**

A representative gating strategy to analyze PVAT infiltration of macrophages (CD45<sup>+</sup>, CD11b<sup>+</sup>, and F4/80<sup>+</sup> mononuclear cells) was presented, which could further differentiate into classically activated (M1; defined as CD11c<sup>+</sup> and CD206<sup>-</sup>) and alternatively activated (M2; defined as CD11c<sup>-</sup> and CD206<sup>+</sup>) macrophages.

**Supplementary Table 1:** List of sequences of qRT-PCR primers.

| Genes           | Primer forward            | Primer reverse           |
|-----------------|---------------------------|--------------------------|
| <i>Adgre1</i>   | CTTTGGCTATGGGCTTCCAGTC    | GCAAGGAGGACAGAGTTTATCGTG |
| <i>B2m</i>      | CATGGCTCGCTCGGTGAC        | CAGTTCAGTATGTTCCGGCTTCC  |
| <i>Ccl2</i>     | CCACTCACCTGCTGCTACTCAT    | TGGTGATCCTCTTGCTAGCTCTCC |
| <i>Cd11b</i>    | ATGGACGCTGATGGCAATACC     | TCCCCATTACAGTCTCCCA      |
| <i>Cd11c</i>    | CTGGATAGCCTTTCTTCTGCTG    | GCACACTGTGTCCGAACTC      |
| <i>Cd4</i>      | TCCTTCCCCTCAACTTTGC       | AAGCGAGACCTGGGGTATCT     |
| <i>Cd68</i>     | ACTTCGGGCCATGTTTCTCT      | GCTGGTAGGTTGATTGTCGT     |
| <i>Cd8</i>      | GCTCAGTCATCAGCAACTCG      | ATCACAGGCGAAGTCCAATC     |
| <i>Cd80</i>     | GGCAAGGCAGCAATACCTTA      | CTCTTTGTGCTGCTGATTCTG    |
| <i>Cd86</i>     | TCTCCACGGAAACAGCATCT      | CTTACGGAAGCACCCATGAT     |
| <i>Cfd</i>      | CATGCTCGGCCCTACATGG       | CACAGAGTCGTTCATCCGTAC    |
| <i>Cidea</i>    | GGCCGTGTTAAGGAATCTGC      | CATGAACCAGCCTTTGGTGC     |
| <i>Cox8b</i>    | CCAGCCAAACTCCCACTT        | GCTCTCCAAGTGGGCTAAGA     |
| <i>Elovl3</i>   | CCAACAACGATGAGCAACAG      | CGGGTTAAAAATGGACCTGA     |
| <i>Fcer1a</i>   | TGTGTACTTGAATGTAACGCAAGA  | GGACTAAGACCATGTTCAGCAGAT |
| <i>Gapdh</i>    | CACTGAAGGGCATCTTGG        | CATTGTCATACCAGGAAATGAG   |
| <i>Il10</i>     | CTTACTGACTGGCATGAGGATCA   | GCAGCTCTAGGAGCATGTGG     |
| <i>Il1a</i>     | TTGGTTAAATGACCTGCAACA     | GAGCGCTCACGAACAGTTG      |
| <i>Il1b</i>     | AGTTGACGGACCCCAAAAG       | AGCTGGATGCTCTCATCAGG     |
| <i>Il6</i>      | CTGCAAGAGACTTCCATCCAG     | AGTGGTATAGACAGGTCTGTTGG  |
| <i>Mrc1</i>     | CAGGTGTGGGCTCAGGTAGT      | TGTGGTGAGCTGAAAGGTGA     |
| <i>Nfia</i>     | CCATTTTACACAGGCCAAGG      | TGGCTGGGTGTGAGAAGTAAG    |
| <i>Nrg4</i>     | TCTGTCCGGCAGCTTTCGT       | CTGAAGGTGGCCCTTCCT       |
| <i>Ppargc1a</i> | ATAGAGTGTGCTGCTCTGGTTGGT  | TGGTCGCTACACCACTTCAATCCA |
| <i>Prdm16</i>   | CAGCACGGTGAAGCCATTC       | GCGTGATCCGCTTGTG         |
| <i>Rstn</i>     | AAGAACCTTTTCAATTTCCCCTCCT | GTCCAGCAATTTAAGCCAATGTT  |
| <i>Serpine1</i> | CCTCCTCATCCTGCCTAAGTT     | GGCCAGGGTTGCACTAAAC      |
| <i>Tnf</i>      | TCTTCTCATTCCTGCTTGTGG     | GAGGCCATTTGGGAATTCT      |
| <i>Ucp1</i>     | GGCCTCTACGACTCAGTCCA      | TAAGCCGGCTGAGATCTTGT     |

**Supplementary Table 2:** Deconvolution of bulk RNA-seq dataset with scRNA-seq data as reference.

|                           | iWAT_Young_Ctrl_1 | iWAT_Young_Ctrl_2 | iWAT_Young_Ctrl_3 | iWAT_Young_Ctrl_4 | iWAT_Young_CL_1 | iWAT_Young_CL_2 | iWAT_Young_CL_3 | iWAT_Young_CL_4 |
|---------------------------|-------------------|-------------------|-------------------|-------------------|-----------------|-----------------|-----------------|-----------------|
| Endothelial cell 1        | 0.4703307117      | 0.5049030726      | 0.4734915060      | 0.4651025981      | 0.4296044583    | 0.4980807401    | 0.4023037369    | 0.4991476032    |
| Fibroblast 1              | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000    | 0.0000000000    | 0.0000000000    | 0.0000000000    |
| Endothelial cell 2        | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000    | 0.0000000000    | 0.0000000000    | 0.0000000000    |
| White adipocyte 1         | 0.2550167726      | 0.1482379674      | 0.1414281870      | 0.1239650753      | 0.2827130428    | 0.2473239968    | 0.2975312132    | 0.2874352377    |
| Dendritic cell/Macrophage | 0.1455949827      | 0.1868209184      | 0.2370663733      | 0.2772765226      | 0.1564755034    | 0.1070411641    | 0.1562212407    | 0.0662757281    |
| Smmoth muscle cell        | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000    | 0.0000000000    | 0.0000000000    | 0.0000000000    |
| White adipocyte 2         | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0001593604    | 0.0000000000    | 0.0000000000    | 0.0000000000    |
| Beige adipocyte           | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000    | 0.0025891186    | 0.0021396151    | 0.0398656897    |
| Fibroblast 2              | 0.0203786891      | 0.0370084143      | 0.0176314840      | 0.0105657876      | 0.0092600330    | 0.0147060124    | 0.0121655181    | 0.0000000000    |
| Fibroblast 3              | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0000000000    | 0.0000000000    | 0.0000000000    | 0.0000000000    |
| Nerve cell 1              | 0.0001454120      | 0.0001492390      | 0.0001254499      | 0.0000000000      | 0.0000000000    | 0.0000562746    | 0.0002685761    | 0.0000840551    |
| Mast cell                 | 0.0719125826      | 0.0817470869      | 0.0903500269      | 0.0903618382      | 0.0760630641    | 0.0797972573    | 0.0884700030    | 0.0705118886    |
| Endothelial cell 3        | 0.0000000000      | 0.0000000000      | 0.0000000000      | 0.0010054823      | 0.0008274477    | 0.0000000000    | 0.0000000000    | 0.0000000000    |
| Nerve cell 2              | 0.0090790518      | 0.0132871809      | 0.0131848125      | 0.0133927474      | 0.0065742105    | 0.0096901079    | 0.0075279701    | 0.0037327993    |
| Endothelial cell 4        | 0.0275417975      | 0.0278461206      | 0.0267221604      | 0.0183299486      | 0.0383228798    | 0.0407153281    | 0.0333721268    | 0.0329469984    |

Predicted proportions of cell fractions across bulk RNA-seq libraries from murine inguinal WAT (iWAT) treated with CL316243 or control, performed with the R package MuSiC. Source data are provided as a Source Data file.

How the deposited data were processed for this re-analysis (not part of the article)

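Bulk RNA-seq of the outer tissues around the mouse femoral artery was analysed, with 2 libraries 48 h after wire injury and 2 libraries 48 h after sham operation. The animals were ovariectomized female mice, 11 weeks old by the sample labels. Each library was made by the authors from 480 ng of total RNA with a stranded mRNA kit and sequenced as 150 bp paired-end reads. The authors checked the reads with FastQC, removed adaptors with Cutadapt, trimmed with Trimmomatic, aligned to mm9 with STAR, counted reads per gene with featureCounts and tested differences with DESeq2. The step from read counts to the values the authors deposited is not stated in the paper's text, nor is the filter that left 12661 genes.

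The deposited values are signed decimals, one per gene and library, and are not counts although their name speaks of counts. They run from -2.27 to 6.45, 50.5% of them lie below 0, and the median of each library is within 0.01 of 0. The centre is set gene by gene, and it is not the mean of these 4 libraries. The scale behaves as a log scale. Its base was not settled, so a value is given in deposited units and no fold change is printed. Read counts, depth and abundance are unknown for each library, so no confidence interval or detection limit is given and no filter on low expression was applied. The precision of a value is given only by the spread between 2 libraries.

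The comparison written before the data were examined was a quasi-likelihood test on read counts. Because the values are not counts, limma 3.58.1 in R 4.3.3 was used in its place (lmFit and eBayes with the group as the only term, no trend, all 4 libraries), with Benjamini-Hochberg adjustment over the 12661 genes and a threshold of 0.05. With 2 residual degrees of freedom per gene, limma added 3.48 prior degrees of freedom. The lists of genes were written before the data were examined. They were the BAT markers of the text and of the heat map, the immune genes of the heat map, the genes measured by qRT-PCR, genes of the pathways the paper discusses, and marker lists of other brown adipocyte genes, all adipocytes, white adipocytes, lipogenesis, mitochondrial oxidation, skeletal muscle, macrophages, classical and alternative activation, neutrophils, lymphocytes, epithelium, Schwann cells, smooth muscle, endothelium and proliferation. Lists with at least 3 members analysed, 19 in all, were tested with camera at a preset correlation of 0.01, with camera at the estimated correlation and with fry, each adjusted over the 19 lists.

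Named genes were fixed before the data were examined as all genes of the lists drawn from the paper and, among genes with an adjusted p-value under 0.05 and both injury libraries on one side of both sham libraries, the 5 with the highest and the 5 with the lowest difference. That rule also asked for a minimum abundance, and examples from marker lists were to be the most abundant members. Neither condition could be applied because abundance is unknown. Genes with identical values in all libraries, 28 in number and among them members of gene families whose reads can be shared, were kept, and an alternative counted each such set once.

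Coordinates come from the GENCODE annotation of NCBIM37, the assembly of mm9, which matched 11682 of the 12661 symbols (92.3%). Length and GC content of coding transcripts were known for 11412 genes (90.1%).

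The limma test was tested on simulated data with the number of genes of the real libraries and variances drawn from the prior that limma fitted to them. The simulated noise was normal and independent between genes, so the assumptions of the test held. Real genes can move together (estimated correlation 0.91 in the neutrophil list). The rates below do not show how the test behaves then. In 20 runs over 12661 genes with 200 genes changed, 90.8% of the genes changed by 2 units and 20.2% of those changed by 1 unit were called, with a mean of 6.25 unchanged genes called per run. In 1 further run with 4220 genes changed, 1927 genes were called, of which 3.06% were unchanged genes.

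The alternatives run were a replicate block, leaving out each library in turn (values only), an adjusted p-value threshold of 0.1 and, chosen after seeing the data, quantile normalization of the 4 columns, columns scaled to one spread, a robust variance prior, identical rows counted once, removal of the GC and length trend of each library in 10 bins, and a minimum difference of 1 deposited unit. Values of the study's qRT-PCR were taken from its source data and are from other mice. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9. *Elovl3*, *Il6*, *Il10*, *Cd4*, *Cd8a*, *Fcer1a* and *Erbb4* were not analysed here. The values of 1 further gene are not reported here.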

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

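Each result below is a set of genes outside those the paper discusses that was higher in the injury libraries than in the sham libraries. The marker lists and the tests on skeletal muscle and on the share of adipocytes were set before the result was seen, while the value that decides the latter (the highest single gene in place of the median of the list) and the tests on scaling, GC content and length, uneven brown fat and the spread of the injury libraries were chosen after it was seen. The 4 lists below were called by camera with a preset correlation, and none of the 19 lists was called when the correlation was estimated from these libraries. With the estimated correlation camera rests on 2 residual degrees of freedom, so it could hardly call any list. The BAT markers of the text had an estimated correlation of -0.106, under the preset 0.01. Their adjusted p from camera still went from 0.00361 to 0.405, so the loss of calls does not measure correlation alone. By fry 1 list, endothelium, was called. Chance places both injury libraries above both sham libraries in 16.7% of genes.

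Brown adipocyte genes that the paper does not discuss (9 analysed, among them *Cox7a1*, *Cpt1b* and *Kcnk3*, given as examples after their values were seen) had a median difference of 1.177 deposited units (camera adjusted p = 2.6e-05). All 9 were higher in both injury libraries than in both sham libraries, and 5 were called as single genes by limma. After quantile normalization 2 of them, *Kcnk3* and *Letmd1*, were called, while *Cox7a1* (adjusted p = 0.324 from limma), *Cpt1b* (0.0788) and *Pank1* (0.0819) were not. No gene of the list is in another of the lists. The median was 0.89 to 1.46 when each library was left out in turn. More skeletal muscle in the injury libraries is argued against by the skeletal muscle list, whose median was -0.70 (10 of 12 genes lower). A larger share of adipocytes would lift pan-adipocyte genes alike, but the highest difference among the 12 of them was 0.65 and the lowest among the 9 brown adipocyte genes was 0.91. A scaling difference between libraries is argued against by the median of the brown list minus that of the pan-adipocyte list, which was 1.31 and stayed between 1.03 and 1.75 with each library left out. After removal of the GC and length trend, which changed differences of single genes by an SD of 0.0778, the median was 1.20. What stays open is that mice, or pieces of tissue, differ in brown fat content. The median over the list was 0.57 higher in sham replicate 2 than in sham replicate 1, and 2 mice per group do not allow this variation to be told from an effect of injury. Such uneven content cannot be told apart from a response to injury in these libraries.

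Nuclear genes of mitochondrial oxidation (12 analysed, none in another list) had a median difference of 0.63 (camera adjusted p = 7.4e-05). All 12 were higher in both injury libraries, and 2 were called as single genes (1 after quantile normalization). Without sham replicate 1 the median was 0.44. Oxidative genes are used by muscle as well as by brown adipocytes, and the fall of the skeletal muscle list (-0.70) argues against muscle as their source. The genes moved together, with an estimated correlation of 0.89, so the list counts for fewer than 12 measurements. A rise along with the brown adipocyte genes is a hypothesis, and the unevenness between mice of 0.57 described for those genes leaves it open.

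Genes of lipogenesis (12 analysed, of which 1, *Elovl6*, is in the heat map of the study) had a median difference of 0.36 (camera adjusted p = 0.0163). Of these, 10 were higher and 2 lower, and 2 were called as single genes (1 after quantile normalization). With each library left out the median was 0.28 to 0.39. The pan-adipocyte list had 6 genes higher and 6 lower, so it does not decide whether a larger share of adipocytes contributes. No further explanation was tested for this list.

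Neutrophil genes (7 analysed, of which 1, *Cxcr2*, is in the heat map of the study) had a median difference of 1.86 (camera adjusted p = 0.00724). Of these, 6 were higher and 1, *Lcn2*, was lower, and 1, *Retnlg*, was called as a single gene by limma with a difference of 1.83. After quantile normalization 3 were called higher, with columns scaled to one spread 2, and after removal of the GC and length trend 1 was called higher and 1 lower. *Lcn2* and *Retnlg* are named after their values were seen. The median was 1.19 without injury replicate 1 and 2.52 without injury replicate 2. All 7 genes were higher in injury replicate 1 than in injury replicate 2, by a median of 1.38. The values of injury replicate 2 have a smaller spread (SD 0.32, against 0.41 in injury replicate 1). Scaling the columns to one spread left a gap of 1.29 between these libraries, so the spread is not the main source of the gap. Whether it reflects the extent of injury, the time of harvest or the piece of tissue taken was not tested, and 2 libraries do not allow it. An infiltration of neutrophils at 48 h that differs between animals is a hypothesis.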

How the results depend on the processing

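The alternatives set before the data were examined that need read counts were not run, because the deposited values are not counts. These were the other count models, the other library size normalizations, the filters on low counts, the robust quasi-likelihood dispersion, the threshold on fold change and the library sizes without skeletal muscle genes. Quantile normalization, columns scaled to one spread, a robust variance prior, identical rows counted once, removal of the GC and length trend and a minimum difference of 1 deposited unit were chosen after seeing the data. No result reversed its direction in any of the fits to all 4 libraries.

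The number of genes called by limma was 941, and 861 to 1095 under the 5 alternatives chosen after seeing the data that keep the threshold on the adjusted p-value alone. Of the 941 genes, 879 were also called after quantile normalization and 836 after removal of the GC and length trend. At an adjusted p-value under 0.1 it was 2317, with 1166 higher and 1151 lower. With a minimum difference of 1 unit it was 591, with 320 higher and 271 lower. These 2 changes follow from the thresholds themselves.

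With the replicate block 684 genes were called, 381 higher and 303 lower, of which 579 were called without it, 1 BAT marker gene of the text and 1 of the heat map were called, and 12 of the 32 immune genes. All calls were lost with the block in 4 lists, where smooth muscle had 4 calls without it, lipogenesis 2, mitochondrial oxidation 2 and pan-adipocyte 1. An unadjusted p-value under 0.05 was reached with the block by 7, 3, 8 and 5 genes of these lists. Among the 56 named genes, 6 were not called with the block that were called without it, *Cox8b*, *Elovl6*, *Il1rn*, *Nlrp3*, *Cd80* and *Myh11*. The replicate numbers did not pair the libraries, since deviations from the group means correlated at -0.0940 across genes between libraries with the same number, and the block leaves fewer degrees of freedom.

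The calls of BAT marker genes changed with the processing. Of the genes named in the text, 2 were called, but 0 after quantile normalization (3 of the 5 then had an unadjusted p-value under 0.05) and 1 after removal of the GC and length trend. Of the heat map genes, 3 were called and 0 after quantile normalization (4 of the 6 then had an unadjusted p-value under 0.05). For *Cidea* quantile normalization raised the difference from 2.15 to 2.37, so the call was lost through a larger spread. Its value in injury replicate 2 (3.27) was the highest of that column and was replaced by the mean of the column maxima, which reach 6.45. Otherwise the cause was not tested. Adjusted over the list alone, the counts were 3 and 4 in limma and stayed within 1.5 times of these under each alternative, which is no independent evidence, since the study reports both lists as increased in these same libraries. The calls of 15 immune genes were 15 or 16 under the 5 alternatives chosen after seeing the data. Among the 56 named genes, quantile normalization removed the call of 4 (*Cidea*, *Cox8b*, *Elovl6* and *Ccl24*) and added a call for 2 (*Cxcr2* and *Cxcl2*). Removal of the GC and length trend removed the call of 2, *Cox8b* and *Myh11*, and the robust variance prior that of 1, *Myh11*.

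With each library left out in turn, no call was made, since 1 group then has 1 library. Over these 4 fits, the median difference of the list of BAT markers in the text was from 0.78 to 1.20, that of the BAT markers in the heat map from 0.79 to 1.28, that of the immune genes from 1.21 to 2.27, that of the pathway genes from -0.52 to -0.19, that of mitochondrial oxidation from 0.44 to 0.77, that of skeletal muscle from -0.97 to -0.31 (the latter without sham replicate 1), that of macrophages from 0.98 to 1.62 and that of Schwann cells from -0.96 to -0.37. The pathway list was at -0.52 without sham replicate 2 and at -0.19 without injury replicate 1, and Schwann cells were at -0.37 without injury replicate 1. The classical activation list was at 2.02 without injury replicate 2. The white adipocyte list was from -0.40 (without sham replicate 2) to -0.038 (without sham replicate 1). The pan-adipocyte list changed sign, from -0.32 to 0.08 (the latter without injury replicate 1), as did proliferation, from -0.14 (without sham replicate 1) to 0.41 (without sham replicate 2). Of the 56 named genes, 2 changed sign, among them *Nfia* without injury replicate 2 (-0.16).

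Depth could not be examined as a limit. How often a change of 1 unit is called depends on how many genes change. In the simulations it was 20.2% with 200 genes changed, and with 4220 genes changed it was 82.4% of the 803 genes changed by 0.8 to 1.2 units. The dense simulation called 1927 genes, more than the 941 called here.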

Differences from the paper's values

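The paper states that 6 BAT marker genes rose significantly in the transcriptome. Its methods name DESeq2, a test on read counts, for differential analysis. The test here was limma on deposited values that are not counts, so a gene missed here can have passed the paper's test. Of the 5 examined here, *Ucp1*, *Dio2* and *Ppargc1a* did not pass the threshold over all genes tested. *Ucp1* was 1.55 deposited units higher after injury (limma adjusted p = 0.164, from 0.164 to 0.200 over the alternatives). *Dio2* was 0.84 higher (limma adjusted p = 0.106, from 0.0611 to 0.113) and *Ppargc1a* 0.36 higher (limma adjusted p = 0.329, from 0.151 to 0.335). Adjusted over the list of 5 genes alone, *Dio2* was called (adjusted p = 0.0339 from limma), while *Ucp1* (0.0582) and *Ppargc1a* (0.153) were not. Without adjustment limma placed *Ucp1* and *Dio2*, but not *Ppargc1a*, under 0.05. Under an adjusted threshold of 0.1 in the same fit, set before the data were examined, *Dio2*, *Ucp1* and *Ppargc1a* were not called either. The alternatives that need read counts, set before the data were examined, were not run.

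The text of the paper names *Elovl3* among the genes that rose in the transcriptome and refers to a heat map that shows *Elovl6* and not *Elovl3*. *Elovl6* was 1.19 deposited units higher after injury. *Elovl3* was not analysed here.

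The paper states that *Nrg4* rose in PVAT after vascular injury, measured by qRT-PCR in other mice (Fig. 4e). It also reports a rise by in situ hybridization at a later time. In the transcriptome libraries *Nrg4* was lower in both injury libraries (-0.01 and 0.19) than in both sham libraries (0.47 and 0.30). Its difference of -0.29 did not pass the threshold (limma adjusted p = 0.269, from 0.246 to 0.354 over the alternatives), and it stayed between -0.39 and -0.19 with each library left out. None of the settings gave a rise.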

Other observations

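The lists of marker genes and the tests on lymph node tissue were set before the data were examined. The tests on smooth muscle, on the centre of the values, on other splits of the libraries and on noise independent from gene to gene were chosen after the results were seen.

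Smooth muscle genes were lower after injury. The 7 genes analysed had a median difference of -2.12 deposited units (camera adjusted p = 8.1e-05), all 7 were lower in both injury libraries than in both sham libraries, and 4 were called as single genes by limma (from 3 to 5 under the alternatives chosen after seeing the data). With the replicate block, set before the data were examined, 0 were called and 7 had an unadjusted p-value under 0.05 from limma. The median was -2.69 to -1.55 when each library was left out. Dilution by infiltrating cells would lower all resident cells alike, but the median of the smooth muscle list minus that of the pan-adipocyte list was -1.99 (-2.38 to -1.59 with each library left out). Less vessel wall in the injury libraries would lower endothelial genes too, and the endothelium list was at -0.65 (6 of 6 genes lower, camera adjusted p = 3.9e-04, fry adjusted p = 0.0345). The endothelial fall was uneven, from -0.20 for *Kdr* to -2.40 for *Vwf*. Less wall in the injury libraries could come from the way the outer tissue was taken or from the injury itself. These libraries cannot tell the 2 apart. Loss of contractile gene expression in smooth muscle cells would not lower endothelial genes, so it does not account for both lists, and whether it adds to the fall of the smooth muscle genes stays open. Capillaries of the adipose tissue also express endothelial genes.

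The immune genes were examined for lymph node tissue in the injury libraries. Of the 10 lymphocyte markers only *Cd79b* was analysed, and its difference was -0.033 (limma adjusted p = 0.957), with the injury libraries at -0.46 and 0.46. A single gene does not decide it, so lymph node tissue and infiltration cannot be told apart for lymphocytes. The macrophage list, without any lymphocyte gene, had a median of 1.22 (11 of 12 genes higher, camera adjusted p = 5.4e-05), of which 2 genes are in the lists of the study. Of the epithelial markers only *Cdh1* was analysed, with a difference of -1.54 that rests on sham replicate 1 (2.23, against 0.26 in sham replicate 2).

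The other lists gave the following medians. White adipocyte genes were at -0.19 (camera adjusted p = 0.309), but at -0.038 without sham replicate 1 and at -0.40 without sham replicate 2. Pan-adipocyte genes were at -0.13 (0.470), but at 0.08 without injury replicate 1 and at -0.32 without injury replicate 2. Proliferation genes were at 0.12 (0.225), but at -0.14 without sham replicate 1 and at 0.41 without sham replicate 2. Schwann cell genes were at -0.66 (0.0386), and at -0.37 without injury replicate 1. The genes measured by qRT-PCR were at 1.25 (8.9e-04). The pathway genes were at -0.34 (0.0729), and at -0.19 without injury replicate 1 and -0.52 without sham replicate 2. Skeletal muscle genes were at -0.70 (0.0326; -0.31 without sham replicate 1). The BAT markers of the text were at 0.84 (0.00361), and those of the heat map had a camera adjusted p of 8.9e-04. Of the pathway genes, *Bmp4* was lower after injury by limma (difference -1.56, adjusted p = 0.0285), and *Prdm16* (-0.45, adjusted p = 0.221) and *Adrb3* (-0.77, adjusted p = 0.0953) did not pass the threshold.

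The classical activation list had a median of 1.25 (camera adjusted p = 8.9e-04), which was 2.02 without injury replicate 2, and the alternative activation list of 0.95 (0.0156), with 6 members of each in the lists of the study. The median difference of the alternative list minus that of the classical list was -0.30. The contrast between the lists on the values of each library is another measure and need not average to -0.30. It was 0.39 and -0.45 after sham operation and -1.65 and 0.20 after injury. A shift between the activation states is therefore within the spread between replicates. With each library left out the contrast of median differences was from -1.15 (without injury replicate 2) to -0.11 (without sham replicate 1).

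Of the 21 genes the study measured by qRT-PCR in PVAT of other mice, 15 were analysed in the transcriptome, and 14 moved in the same direction as in the paper's source data. Of the 9 measured at 48 h, 8 did so, and *Nrg4* did not. The paper's values for *Nrg4* give a log2 ratio of group means of 1.76 at 48 h (6 sham and 11 injured mice). The difference here was -0.29 deposited units, on a scale of unknown base, so only the directions can be compared. No explanation of the opposite directions was tested.

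The BAT marker genes lay above the centre in all 4 libraries. *Ucp1* (mean of the 4 values 2.64), *Cidea* (2.22), *Cox7a1* (1.78), *Fabp3* (1.72) and *Cpt1b* (1.72) had the 5 highest means of all genes, a ranking examined after the values were seen. A candidate explanation is that the centre was taken over more than these 4 libraries, since 2997 genes have all 4 values on one side of it, which no centre within these libraries allows. Which other samples set the centre is not known here. Differences between the groups do not depend on the centre.

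The colours of the heat map in Supplementary Fig. 1a, read from its picture, followed the deposited values scaled gene by gene over the 4 libraries (Pearson r = 0.9999 over 152 cells, which are not independent) with the injury columns in the order replicate 2, replicate 1. The order replicate 1, replicate 2 gave r = 0.775. The picture numbers no replicate, and no assignment of a library here rests on it. Scaling gene by gene sets each gene to one spread. The colours therefore do not show that *Ppargc1a* had a difference of 0.36 and *Cidea* one of 2.15.

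Single libraries held the most extreme values. *Saa1*, which has a close copy that could share its reads, was at 6.45 in sham replicate 1 and at 1.07, -0.51 and -0.75 in sham replicate 2 and the injury libraries, and *Cst6* was at 4.78 in sham replicate 2 and at 0.07, -1.04 and -0.22 in the others. Neither was called by limma (adjusted p = 0.150 and 0.228). Both were named after their values were seen, and no explanation was tested.

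For the 941 genes called, 1 of the 3 splits of the 4 libraries into pairs, the real one, gave as many genes. The other 2 gave 0 genes each, with 78 and 73 genes at an unadjusted p-value under 0.05, against 3739 for the real split. With 3 splits this share cannot fall under 0.05, so it decides nothing. Noise independent from gene to gene would leave the groups without overlap in 33.3% of genes, and they did not overlap in 61.9%, which argues against such noise as the whole source of the difference between the groups. Genes of 1 library are not independent, so a difference between mice or libraries that many genes share and that fell along the groups stays open.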
